# Maternal SMCHD1 regulates *Hox* gene expression and patterning in the mouse embryo

**DOI:** 10.1038/s41467-022-32057-x

**Published:** 2022-07-25

**Authors:** Natalia Benetti, Quentin Gouil, Andres Tapia del Fierro, Tamara Beck, Kelsey Breslin, Andrew Keniry, Edwina McGlinn, Marnie E. Blewitt

**Keywords:** Epigenetic memory, Pattern formation, Epigenomics

## Abstract

Parents transmit genetic and epigenetic information to their offspring. Maternal effect genes regulate the offspring epigenome to ensure normal development. Here we report that the epigenetic regulator SMCHD1 has a maternal effect on *Hox* gene expression and skeletal patterning. Maternal SMCHD1, present in the oocyte and preimplantation embryo, prevents precocious activation of *Hox* genes post-implantation. Without maternal SMCHD1, highly penetrant posterior homeotic transformations occur in the embryo. *Hox* genes are decorated with Polycomb marks H2AK119ub and H3K27me3 from the oocyte throughout early embryonic development; however, loss of maternal SMCHD1 does not deplete these marks. Therefore, we propose maternal SMCHD1 acts downstream of Polycomb marks to establish a chromatin state necessary for persistent epigenetic silencing and appropriate *Hox* gene expression later in the developing embryo. This is a striking role for maternal SMCHD1 in long-lived epigenetic effects impacting offspring phenotype.

## Abstract (web summary)

Parents transmit both genetic and epigenetic information to their offspring, with maternal effect genes being critical regulators of the offspring epigenome. Here they show that maternally deposited SMCHD1 has long-lasting effects on Hox gene expression and vertebral patterning during post-implantation development.

## Introduction

It is now clear that epigenetic information can be passed from generation to generation via the germline, changes in which can have long-lasting effects in the offspring. One of the most notable of these effects is the transmission of epigenetic information from the oocyte to the zygote. The oocyte supplies the entire cytoplasm containing all expressed mRNA and proteins to the zygote, sustaining it through its initial cell divisions until its own zygotic genome is transcribed, at embryonic day (E) 2.0 in mice^1^. Genes whose expression is required in the oocyte for normal development of the offspring are known as maternal effect genes.

A classic example of the role of maternal effect genes in passing long-lived epigenetic information from parent to offspring is genomic imprinting, where genes are monoallelically expressed in a parent-of-origin-specific manner. Epigenetic imprints are imparted by germ cell-derived DNA methylation or trimethylation of lysine 7 on histone 3 (H3K27me3)^2–4^. Maternal effect genes important for imprinting generally have a role in establishing and maintaining these germline marks^5,6^.

*Structural maintenance of chromosomes hinge domain containing 1* (*Smchd1*) is a recently defined maternal effect gene that is expressed in the oocyte and is required for genomic imprinting in the mouse placenta^7–9^. In its zygotic form, SMCHD1 plays a key role in the epigenetic silencing of imprinted loci, along with other clustered gene families and the inactive X chromosome^10–15^. Heterozygous variants in *SMCHD1* are also associated with the human diseases Facioscapulohumeral muscular dystrophy (FSHD) and Bosma arhinia microphthalmia (BAMS)^16–19^, demonstrating the important role SMCHD1 plays in normal development.

SMCHD1 is a member of the SMC family of proteins, large chromosomal ATPases important for chromosome structure^20^. SMCHD1 also plays a role in chromatin architecture, mediating long-range interactions at its targets^12,21–23^. Recruitment to at least one of its targets, the inactive X chromosome, is dependent on the polycomb repressive complex 1 (PRC1) mark ubiquitination of lysine 119 of histone H2A (H2AK119ub)^22,24^. For imprinted genes we have proposed that SMCHD1 is recruited downstream of PRC2’s mark H3K27me3^7^. Precisely how zygotic or maternal SMCHD1 enables gene silencing is not yet clear.

One of the clustered gene families zygotic SMCHD1 binds and silences is the *Hox* genes^11,12,25^, a highly conserved set of transcription factors that are responsible for correct patterning of body segments along the anterior-posterior (A-P) axis during embryonic development^26–29^. *Hox* genes are only expressed at specific times and in specific tissues during post-implantation embryonic development^30,31^. At all other times they are silent and marked by H2AK119ub and H3K27me3^32,33^, including in the oocyte and through pre-implantation development^34–36^, opening the exciting possibility of maternal effects on *Hox* gene expression. Based on these data and *Smchd1*’s role as a maternal effect gene, we investigated whether maternal SMCHD1 has long-lasting effects at its targets in the embryo, specifically on the *Hox* genes. This was made possible because, unlike many maternal effect genes, deletion of maternal *Smchd1* does not result in embryonic lethality^7^.

In this study we show that maternal SMCHD1, found in the preimplantation embryo, is required to prevent premature *Hox* gene activation in the early post-implantation embryo. Interestingly, these changes occurred without disruption of H2AK119ub or H3K27me3 marks over *Hox* genes in the pluripotent state, and without significant loss of these Polycomb marks during differentiation, suggesting that maternal SMCHD1 acts downstream of Polycomb to regulate *Hox* gene expression and normal skeletal patterning post-implantation.

## Results

### Maternal SMCHD1 is required for normal skeletal patterning

Given that previous work in our lab has shown that *Smchd1* mutants exhibit homeotic transformations^12,25^, we first assessed whether *Smchd1* maternal knockout embryos also show abnormal skeletal patterning. We set up F1 crosses between C57BL/6 and Castaneus strain (Cast) parents, using MMTV-Cre or Zp3-Cre to knock out *Smchd1* in the oocyte (Fig. 1a–c) as we have previously^7^. We set up three types of F1 crosses. The first was a control cross yielding embryos with wild-type SMCHD1 function (*Smchd1*^*wt*^). This established a baseline of skeletal patterning in the F1 embryos (Fig. 1a). Almost all of these embryos had normal skeletal patterning, with 97% and 86% of control mice from the MMTV-Cre and Zp3-Cre colonies respectively having the expected 7 cervical vertebrae, 13 thoracic vertebrae, 6 lumbar vertebrae and 4 sacral vertebrae (Fig. 1d). In the second cross, *Smchd1* was deleted in the oocyte with either MMTV-Cre or Zp3-Cre, yielding *Smchd1* heterozygous embryos which lacked maternal SMCHD1 (*Smchd1*^*matΔ*^, Fig. 1b). We analysed skeletal patterning in embryos derived from both Cre models to ensure any phenotype observed was robust. The third cross, performed with the MMTV-Cre only, was reciprocal to the maternal deletion cross and generated both *Smchd1*^*del/+*^(*Smchd1*^*het*^) and *Smchd1*^*wt*^ embryos, with the oocytes from which they were generated having wild-type levels of SMCHD1 (Fig. 1c). This latter cross tested whether any phenotype observed in the *Smchd1*^*matΔ*^ embryos was due to haploinsufficiency for SMCHD1 after zygotic genome activation rather than lack of maternal SMCHD1, and controlled for the direction of the interstrain cross.

**Fig. 1:**
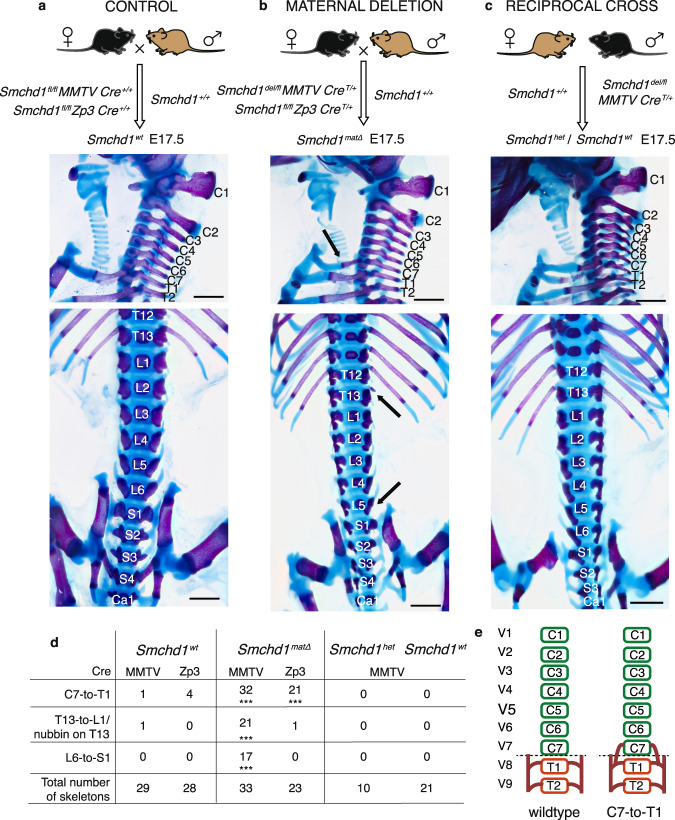
Maternal SMCHD1 is required for normal skeletal patterning. **a**–**c** Upper panels: the genetic crosses used to create control (**a**), maternal null (**b**) and reciprocal cross heterozygous control (**c**) embryos for skeletal analysis. The black mouse represents C57BL/6 strain, the brown mouse Castaneus strain. Middle and lower panels: E17.5 skeletons stained with alizarin red (bone) and alcian blue (cartilage), showing a sagittal view of the cervicothoracic region and dorsal view of the thoraco-lumbar-sacral region. The asterisks in **b** indicate abnormalities compared with the standard axial formulae found in the controls. The skeletons shown are from MMTV-Cre crosses. Scale bar is 5 mm. **d** The summarised data for all skeletons are provided for MMTV and Zp3-Cre. The asterisks indicate statistical significance in comparing to control (two-tailed chi-square test, degrees of freedom = 1, *** *p* < 0.001, *n* = 29 and 28 for the MMTV-Cre and Zp3-Cre control crosses, respectively, *n* = 33 and 23 for the MMTV-Cre and Zp3-Cre maternal deletion crosses respectively, *n* = 10 and 21 for *Smchd1*^*wt*^ and *Smchd1*^*het*^ skeletons respectively from the reciprocal cross using MMTV-Cre). Source data are provided in Supplementary Data 1. **e** Cartoon depiction of normal skeletal patterning and the *Smchd1*^*matΔ*^ phenotype are shown in **e** for the cervico-thoracic region.

*Smchd1*^*matΔ*^ embryos exhibited a highly penetrant addition of a rib on the seventh cervical element (C7), suggesting that C7 adopts the identity of T1 (Fig. 1b, e). We observed several morphological variations of this additional rib including a short ectopic rib, a rib which fused with T1 with and without subsequent bifurcation before joining the sternum, and a full rib which joined the sternum independently of T1 (Supplementary Data 1). Grouped together, any indication of C7 transformation was observed in the MMTV-Cre and Zp3-Cre models at a penetrance of 97% and 91%, respectively (Fig. 1d). Additional posteriorising transformations were observed in a subset of *Smchd1*^*matΔ*^ embryos when *Smchd1* was deleted with MMTV-Cre. These included (*i*) the loss of ribs on T13 leading to a complete T13-to-L1 transformation or severely hypomorphic rib(s) on T13, and (*ii*) a L6-to-S1 transformation. These phenotypes were observed at a lower penetrance than the additional C7 rib; 63% and 52% for the transformation altering T13 and L6 respectively (Fig. 1d). All three of these phenotypes had significantly higher penetrance following the maternal deletion of *Smchd1* compared to both the control and reciprocal cross (p < 0.001, chi-square test), and there was no sex-specificity in the phenotypes observed (Supplementary Data 1). Of note, when a lumbar transformation was observed, it was almost exclusively coincident with transformations at cervicothoracic and thoracolumbar transitions. This suggests serial homeotic transformation in these embryos, supported further by examples of transformation of vertebra surrounding these transition points where specific morphology can be delineated (e.g.  C5-to-C6 and T1-to-T2; Supplementary Data 1). It is unclear why we observed fewer abnormalities and a lower penetrance of the common C7 transformation in the Zp3-Cre model. Potentially the heterozygosity for *Smchd1* (*Smchd1*^*del/fl*^) in the MMTV-Cre model mothers before Cre activation, or the higher genetic heterogeneity (~5% FVB genome) in the MMTV-Cre animals than the Zp3-Cre animals may play a part^7^. Nonetheless, taken together, deletion of maternal *Smchd1* results in a highly penetrant posterior homeotic transformations that can encompass multiple axial regions, implying a potential global shift in patterning effectors. Given there were no abnormalities observed in the *Smchd1* heterozygous skeletons (Fig. 1c, d), these data support the view that maternal SMCHD1 is required for appropriate axial patterning.

We further examined the *Smchd1*^*matΔ*^ embryonic skeletons and did not observe any striking abnormalities beyond those in the axial skeleton. This is consistent with no major abnormalities being observed in *Smchd1* null skeletons previously^12^. Our previous work showed no significant effect of loss of maternal SMCHD1 on viability at mid-gestation or at weaning^7^. Therefore, we chose to focus our attention here on maternal SMCHD1’s regulation of *Hox* genes and axial patterning.

### Maternal SMCHD1 prevents precocious *Hox* gene activation

We investigated whether there were changes in *Hox* gene expression in *Smchd1*^*matΔ*^ embryos that may explain the homeotic transformation phenotype. We first re-analysed our published RNA-sequencing (RNA-seq) data from control and *Smchd1* maternal null E2.75 morula^7^. *Hox* genes were not readily detectable, and there was no change observed in the maternal null compared with control morulae for the single detectable *Hox* gene (*Hoxb13*, Supplementary Figure 1). Given the challenge with detecting low level expression in low input samples, we went on to examine post-implantation developmental stages. The tissue we chose for RNA-sequencing was tailbud tissue of the E8.0-E8.5 embryo, dissected just anterior to the level of the node. This tissue contains the caudal end of the presomitic mesoderm (PSM) and the region harbouring progenitors of the vertebral column, the neuromesodermal progenitors (NMPs)^37,38^. It is the *Hox* expression signatures within cells prior to somite formation that are known to instruct vertebral morphology later in development^39^.

We conducted RNA-seq in tailbud tissue from *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ embryos from the MMTV-Cre model, with somite-matched replicates (Fig. 2a, b, Supplementary Fig. 1). We chose 6–11 somites for two reasons. Firstly, we wanted to focus on our most penetrant and robust change which was observed in the C7 vertebral element. Secondly, we theorised that loss of maternal SMCHD1 may lead to precocious *Hox* gene activation. As we focused on the most anterior and most penetrant change in the absence of maternal SMCHD1, we have used timepoints most appropriate for analysis of anterior *Hox* gene expression. There was very limited differential expression genome-wide in these somite-matched samples. Indeed, what limited differential expression was present can be explained by the sex disparity in samples at each somite number (Supplementary Data 2). Moreover, there was no difference in somite range between control and *Smchd1* maternal null embryos (Supplementary Data 2), suggesting there was no striking developmental delay following loss of maternal SMCHD1. Consistent with this, *Hox* gene expression was approximately normal in *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ tailbud samples (Fig. 2c, d). As expected, most posterior *Hox* genes are not appreciably expressed at this time (*Hox10*–*13*). When we compared these two somite series, we saw a collective, albeit modest downregulation of *Hox* genes from the *Hox1* to *Hox9* paralogues in 6 somite tissue, followed by the modest upregulation of these genes in somite 8–11 tissue, specifically a trend towards precocious activation of the *Hox2* to *7* paralogues in somite 10 and 11 tissue (Fig. 2e, f). We also observed a concomitant downregulation of posterior *Hox* genes that were detectably expressed (*Hox10* and *11*), particularly at the earlier somite stages (Fig. 2e, f). To confirm and complement these genomic data, we performed whole-mount in situ hybridisation in E10.5 embryos from the MMTV-Cre model for *Hoxc6* (Fig. 2g), one of the upregulated *Hox* genes in the tailbud of 9–11 somite embryos whose expression visually demarcates and functionally patterns the cervico-thoracic transition. Three of four *Smchd1*^*matΔ*^ embryos showed appreciable staining of *Hoxc6* anterior to the normal expression boundary, which was not observed in the four *Smchd1*^*wt*^ controls. These data are consistent with an anterior shift in *Hoxc6* expression boundary in the absence of maternal SMCHD1, the axial skeleton phenotype and tailbud RNA-seq data.

**Fig. 2:**
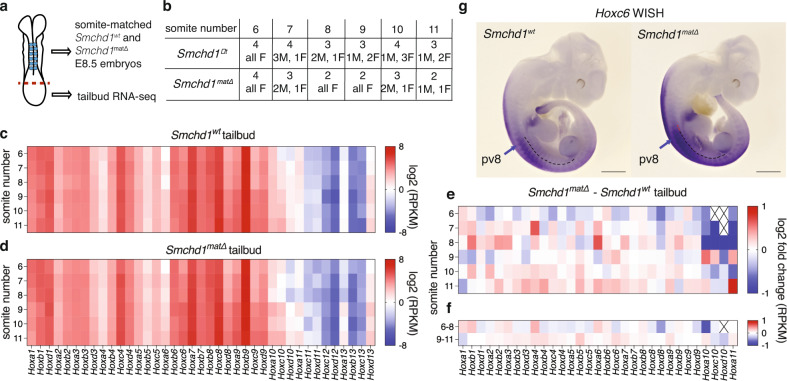
Precocious activation of anterior *Hox* genes in *Smchd1* maternal null tailbud samples. **a** Graphical depiction of an ~E8 embryo, showing somites in blue and dissection point by a dotted red line, and a summary of the experimental approach. **b** Tabular summary of replicate and sex data for each embryo at each somite stage dissected. **c–d** Heatmap of the average reads per million normalised to gene size (RPKM) for the *Hox* genes at 6 to 11 somites in the control (**c**) and *Smchd1* maternally deleted (**d**) tailbud samples from the MMTV-Cre model. The colour scheme is given. **e** Heatmap showing average log2 fold change for expressed *Hox* genes between the *Smchd1* maternal null and control samples. Genes below the expression threshold are denoted with a cross. **f** As in **e** but for grouped somite numbers 6–8, 9–11. Source data are provided in Supplementary Data 2. **g** Whole-mount in situ hybridisation for *Hoxc6* in E10.5 embryos of the given genotypes from the MMTV-Cre model. The arrow indicates prevertebra 8 in each embryo, the red bar marks increased anterior expression of *Hoxc6* in the *Smchd1* maternal null embryo. Scale bar is 1 mm.

To further explore the precocious activation of *Hox* genes in the absence of maternal SMCHD1, we opted for an in vitro approach by differentiating murine embryonic stem cells (mESCs) into neuromesodermal progenitors (NMPs). We derived *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ mESCs, deleting in the oocyte with Zp3-Cre and performed RNA-seq in the mESCs, where we observed no significantly differentially expressed genes (*n* = 3, Supplementary Data 3, Supplementary Fig. 2). 

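RNA from 3 *Smchd1* wt and 3 *Smchd1* matΔ mESC lines was sequenced with paired-end reads while the cells were kept in 2i + LIF medium, in which kinase inhibitors and leukaemia inhibitory factor hold them in the pluripotent state. Supplementary Data 3 lists between 41390322 and 188662297 uniquely mapped reads per line. The authors deposited raw read counts for 35591 genes, without normalization, and the counts of each line add up to between 0.659 and 0.672 of its mapped reads. Counts were scaled here with edgeR's TMM method and compared with edgeR's quasi-likelihood test over the 17696 genes that passed its expression filter, with Benjamini-Hochberg adjustment. No gene (0 of 17696) had an adjusted p-value under 0.05, and 397 had an unadjusted p-value under 0.05. In simulated counts with the depth of these libraries, and with the dispersion fitted for each expression level, the same test called 89.5% of 200 genes changed 4-fold. Smaller changes, and the variation of single genes around that fit, were not simulated. *Smchd1* itself, on chromosome 17 of GRCm38 from 71344489 to 71475343, was counted at 117 ± 8.71 CPM (library-scaled counts, SD, n = 3 lines) in *Smchd1* wt mESCs and at 75.5 ± 13.8 (SD, n = 3) in *Smchd1* matΔ mESCs. Its log2 fold change was -0.63 (standard error 0.14, adjusted p = 0.992 from edgeR's quasi-likelihood test). This adjustment is over all 17696 genes and not for *Smchd1* alone. By the labels, *Smchd1* matΔ lines are *Smchd1* del/+ and *Smchd1* wt lines *Smchd1* fl/+, so the former keep an undeleted allele. Each *Smchd1* matΔ line had a lower CPM of *Smchd1* than each *Smchd1* wt line, an order for which an exact two-sided permutation test of 3 lines against 3 gives p = 0.10, the smallest it allows. Among the alternatives tried, edgeR's exact test in place of the quasi-likelihood test moved the count of genes most, to 2 genes with an adjusted p-value under 0.05. These were *Magel2*, with a log2 fold change of 4.33 (adjusted p = 0.0364), and *Gemin5*, with a log2 fold change of -0.63 (adjusted p = 0.0469), both named after their values were seen. *Magel2* was counted at 0.00956 ± 0.0106 CPM (SD, n = 3) in *Smchd1* wt mESCs and 0.249 ± 0.158 (SD, n = 3) in *Smchd1* matΔ mESCs.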

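For the time course, mESCs were moved from 2i + LIF to DMEM + LIF medium and sampled at day 0, and then in differentiation medium at days 1, 2, 2.5, 3 and 4. The cells received FGF at 10 ng/mL from day 0, the Wnt activator CHIR99021 at 5 μM from day 2 and GDF11 at 50 ng/mL from day 3. The samples of day 2.5 were thus taken 12 h after Wnt activation, and those of day 4 were taken 24 h after GDF11 addition. RNA-seq with single-end reads gave 23 *Smchd1* wt and 22 *Smchd1* matΔ libraries, 4 for each genotype and day except for *Smchd1* wt day 1 and *Smchd1* matΔ days 0 and 2.5, which have 3. The sample labels place replicates 1 to 3 of each genotype in line 1 and replicate 4 in line 2, whereas the legend of Fig. 3 gives 2 technical replicates of each line where there are 4 libraries. Each library was treated here as 1 replicate, and the lines were compared only by leaving line 2 out. By the labels, *Smchd1* matΔ cells have no library of line 2 at days 0 and 2.5. Supplementary Data 3 lists between 2062369 and 174144277 uniquely mapped reads per library. The authors mapped the reads to GRCm38, quantified them in SeqMonk with a correction for library size and transcript length, and deposited log2 RPKM values for 39 *Hox* genes and 34 pluripotency and differentiation factors. These log2 RPKM values were used as deposited, each day was analysed on its own, and libraries were compared with exact two-sided permutation tests. An exact permutation test of 4 libraries against 4 can reach p = 0.0286, and one of 4 against 3 cannot go below p = 0.0571. None of the 1755 *Hox* values and none of the 1530 factor values was exactly 0 (0 in both), because a gene without reads carries the value that 0.9 reads would give. The log2 RPKM of such a gene falls as the depth of its library rises.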

Next, we differentiated the *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ mESCs, harvesting RNA from differentiating cells every 12 to 24 h from their pluripotent to NMP-like state (*n* = 4, Fig. 3a). Just as observed in vivo, there was no differential expression when analysed genome-wide (Supplementary Fig. 2). 

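The authors also deposited raw read counts of the time course for all genes, and these were compared per day with the edgeR test applied to the mESCs. Before that, the name of each count column was checked against the mapped reads listed for the same library and against the log2 RPKM values of the same name. Of the 45 time course columns, 11 had a ratio of counted to mapped reads within 1.5-fold of the median over all columns, and this ratio ranged from 0.0119 to 8.25. The log2 RPKM column of the same name was the one with the highest correlation across genes for 7 columns, and 4 columns passed both checks. Whole reads could be recovered from the *Hox* log2 RPKM values of 44 libraries over 37 genes. They equalled the counts of the same name in 7 libraries, the counts of another name only in 34, and the counts of no column in 3. The counts below are therefore of libraries labelled *Smchd1* wt and *Smchd1* matΔ, and no direction was drawn from them. Because most columns failed the checks, these counts cannot tell whether the genotypes differ. With the columns as named, 0 genes had an adjusted p-value under 0.05 on each of days 0, 1, 2, 2.5, 3 and 4. The number of genes with an unadjusted p-value under 0.05 was 1579 of 16418 tested at day 0, 2092 of 15618 at day 1, 399 of 15868 at day 2, 737 of 11640 at day 2.5, 20 of 13022 at day 3 and 61 of 14155 at day 4. In counts simulated as for the mESCs from the libraries so labelled, the test called 53.0% of 200 genes changed 4-fold at day 0. It called 61.0% at day 1, 72.0% at day 2, 48.5% at day 2.5, 47.0% at day 3 and 0.0% at day 4. The count of day 4 thus could not have shown such changes. Leaving out the column labelled *Smchd1* matΔ replicate 1 moved the count of day 1 most, from 0 to 554 genes, and DESeq2 in place of edgeR gave 536 genes at that day.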

The differentiation progressed as expected with the loss of pluripotency factor expression and increase in differentiation factors (Supplementary Fig. 2). 

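The factors of Supplementary Fig. 2d were summarised in each library by the mean log2 RPKM of 19 pluripotency factors and of 14 differentiation factors, with *Sox2*, which stands in both lists, kept apart. The mean of the pluripotency factors was 4.92 ± 0.35 (SD, n = 4) at day 0 and 0.98 ± 0.37 (SD, n = 4) at day 4 in *Smchd1* wt cells, and it decreased by 3.94 (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). In *Smchd1* matΔ cells it was 4.21 ± 1.01 (SD, n = 3) at day 0 and 1.31 ± 0.48 (SD, n = 4) at day 4, a change of -2.90 (exact permutation test, p = 0.0571, the smallest that 4 against 3 allow). The differentiation factors had a mean of -0.66 ± 0.22 (SD, n = 4) at day 0 and 3.17 ± 0.65 (SD, n = 4) at day 4 in *Smchd1* wt cells, a change of 3.82 with the same p-value as the pluripotency factors of these cells. They went from -0.87 ± 0.59 (SD, n = 3) to 3.07 ± 0.66 (SD, n = 4) in *Smchd1* matΔ cells, a change of 3.94 that again had the smallest p-value of its design. In both genotypes the change went beyond the spread between the libraries. The factor that fell most was *Foxd3*, by -8.25 on the log2 scale in *Smchd1* wt cells and -7.28 in *Smchd1* matΔ cells. *Sox2* changed by -5.05 and -4.51 in the same order. *Tbra*, the name that the files give to *T*, rose by 6.06 and 6.57. Of the 19 pluripotency factors, 18 fell in *Smchd1* wt cells and 17 in *Smchd1* matΔ cells, and of the 14 differentiation factors, 13 rose in *Smchd1* wt cells and 14 in *Smchd1* matΔ cells. Replicate by replicate, the change from day 0 to day 4 differed between the genotypes by 1.16 for the pluripotency factors (exact permutation test, p = 0.171) and by 0.04 for the differentiation factors (exact permutation test, p = 0.914). With 1 library left out, the pluripotency change of *Smchd1* matΔ cells lay between -3.44 and -2.44. It was -3.44 without day 0 replicate 3, whose counts of the same name add up to 0.180 of its mapped reads. Adding 1 to each RPKM before taking the log moved the change most in *Smchd1* wt cells, to -3.05 for the pluripotency factors and 2.31 for the differentiation factors.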

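The 27 *Hox1–9* genes were summarised in each library by the mean of their log2 RPKM values. At day 2 this mean was -3.34 ± 2.39 (SD, n = 4) in *Smchd1* wt cells and -4.37 ± 0.76 (SD, n = 4) in *Smchd1* matΔ cells. The difference of -1.03 was smaller than the spread between the *Smchd1* wt libraries (exact two-sided permutation test, p = 0.60). Of the 27 genes, 23 were lower in *Smchd1* matΔ cells on average, and 26 had a mean under 0, that is under 1 RPKM, in both genotypes. On whole reads recovered from these values and the depth that they imply, an alternative chosen after seeing the data, 17 of the 23 *Hox1–9* genes with reads were higher in *Smchd1* matΔ cells and 6 were lower in edgeR. The *Smchd1* wt libraries lay at -5.22, -4.36, -3.94 and 0.15 in the order of their replicate numbers. The *Smchd1* matΔ libraries lay between -5.38 and -3.62. Without *Smchd1* wt replicate 4 the difference was 0.13 (exact permutation test, p = 0.857), and with line 1 of the labels only, the alternative that moved it most, it was 0.47 (exact permutation test, p = 0.50). In the library of *Smchd1* wt replicate 4, 37 of the 39 *Hox* genes had no reads. The values of its genes without reads correspond to 499080 mapped reads, whereas 3706074 are listed for it. The *Hox1–9* genes together had between 9 and 188 reads in a *Smchd1* wt library and between 81 and 2118 in an *Smchd1* matΔ library, and from 2 to 16 and from 10 to 17 of the 27 genes had at least 1 read. There were 8 *Hox* genes without a read in any of the 8 libraries, and each of them still showed a difference of -1.97 between the genotypes. The listed mapped reads alone would give such a gene a difference of -1.23, and the depth implied for *Smchd1* wt replicate 4 in place of its listed depth gives -1.96. Over the 8 libraries, log2 mapped reads and the *Hox1–9* mean had a Pearson r of -0.867 (exact permutation test, p = 0.00134) and a Spearman rho of -0.833 (exact permutation test, p = 0.0154). Without the 2 libraries farthest from the median depth, r was -0.80 (exact permutation test, p = 0.075) and rho was -0.60 (p = 0.242), with 6 libraries left. Within the genotypes r was also negative, -0.983 in *Smchd1* wt and -0.923 in *Smchd1* matΔ libraries. With 4 libraries, each genotype was too small for a test of its own. In limma, 0 of the 39 *Hox* genes had an adjusted p-value under 0.05 at day 2, and 0 had an unadjusted p-value under 0.05.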

At day 2 of differentiation, we observed a subtle decrease in *Hox* gene expression, although these genes were barely expressed above the detection limit of RNA-seq. 

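At day 2.5 the *Hox1–9* mean was -1.28 ± 0.23 (SD, n = 4) in *Smchd1* wt cells and -0.69 ± 0.62 (SD, n = 3) in *Smchd1* matΔ cells. The difference of 0.59 had p = 0.114 in an exact two-sided permutation test, in which 4 libraries against 3 cannot reach 0.05. The *Smchd1* wt libraries lay between -1.54 and -0.97. The *Smchd1* matΔ libraries lay at -1.11, -0.97 and 0.02, so the highest *Smchd1* wt library lay above the lowest *Smchd1* matΔ library. Leaving out *Smchd1* matΔ replicate 3, the highest of them, gave a difference of 0.24 (exact permutation test, p = 0.267). The counts of the same name as this library add up to 0.200 of its mapped reads, against 0.659 to 0.672 in the mESC lines kept in 2i + LIF medium. Its *Hox* values are scaled by its full depth, so reads missing from the counts would lower these values and not raise them. Of the 27 genes, 22 were higher and 5 were lower in *Smchd1* matΔ cells on average, and 18 had a mean under 1 RPKM in both genotypes. On recovered reads, an alternative chosen after seeing the data, 21 were higher and 6 were lower, with a median log2 fold change of 0.68. The *Smchd1* wt libraries held between 231 and 11572 reads on the *Hox1–9* genes and the *Smchd1* matΔ libraries between 3449 and 8360. *Hoxc8*, on chromosome 15 of GRCm38 from 102990607 to 102994111, differed most, with -4.06 ± 1.36 (SD, n = 4) in *Smchd1* wt cells and -2.27 ± 0.85 (SD, n = 3) in *Smchd1* matΔ cells. Its difference was 1.79 (standard error 0.82, adjusted p = 0.563 from limma over the 39 *Hox* genes). *Hoxb9* followed with a difference of 1.41, from -0.07 ± 0.80 (SD, n = 4) to 1.34 ± 0.39 (SD, n = 3), and *Hoxd3* with 1.37, from -4.81 ± 1.33 (SD, n = 4) to -3.43 ± 1.49 (SD, n = 3). The lowest difference was that of *Hoxa6* with -0.79. On recovered reads the log2 fold change of *Hoxa6* was 0.65 in edgeR, and those of *Hoxc8*, *Hoxb9* and *Hoxd3* stayed positive. The values of the genotypes overlapped in each of these 4 genes. In limma, 0 of the 39 *Hox* genes had an adjusted p-value under 0.05, and 2 had an unadjusted p-value under 0.05, *Hoxc8* and the posterior gene *Hoxd10*, which was lower in *Smchd1* matΔ cells by -1.69 on the log2 scale.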

12 h after Wnt activation (day 2.5), we observed precocious activation of several anterior *Hox* genes from the *Hox1 to 9* paralogues in the *Smchd1*^*matΔ*^ cells (Fig. 3b, Supplementary Fig. 3), which corresponds to approximately E8.5 in vivo^40^. These combined effects were most noticeable as a larger log fold change between day 2 and day 2.5 of differentiation in the maternal null compared with control cells for anterior *Hox* genes (Fig. 3c, d, *p* < 0.001). 

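Gene by gene, the rise was taken as the mean log2 RPKM of all libraries at day 2.5 minus that at day 2. It was 2.06 ± 1.51 (SD, n = 27 genes) in *Smchd1* wt cells and 3.69 ± 1.72 (SD, n = 27 genes) in *Smchd1* matΔ cells, a difference of 1.63 (Student's t-test, two-tailed, equal variance, n = 27 genes, p = 5.29e-04). The rise was larger in *Smchd1* matΔ cells for 25 of the 27 genes. Genes of a cluster are measured in the same cells and are not independent replicates. The difference in rise was largest for *Hoxd3* with 3.35, *Hoxb6* with 3.09 and *Hoxc8* with 3.08, and lowest for *Hoxa7* with -0.62. *Hoxd3* and *Hoxb6* had no read in any day 2 library, so their day 2 difference of -1.97 is that of genes without reads. Of the difference in rise, 63.4% came from day 2 and 36.6% from day 2.5. With line 1 of the labels only, the alternative that moved it most towards 0, the difference was 0.04 (n = 27 genes, p = 0.926). Without *Smchd1* wt replicate 4 it was 0.37 (n = 27 genes, p = 0.385). With replicates as the unit, day 2.5 minus day 2 of the same replicate number gave a mean rise of 2.06 ± 2.55 (SD) over 4 *Smchd1* wt replicates and 3.35 ± 0.30 (SD) over 3 *Smchd1* matΔ replicates. The difference of 1.29 was smaller than the spread between the *Smchd1* wt replicates (exact two-sided permutation test, p = 0.571). The *Smchd1* wt replicates rose by 3.88, 3.38, 2.67 and -1.69 in the order of their numbers, and the *Smchd1* matΔ replicates by 3.37, 3.04 and 3.64. Counts of the same name add up to 0.214 of the mapped reads of *Smchd1* wt day 2 replicate 3. For *Smchd1* matΔ day 2.5 replicate 3 they add up to 0.200, and what this did to the rises of both was not tested. Among libraries with at least 5000000 mapped reads the difference between replicates was -0.28 (exact permutation test, p = 0.40), with 2 *Smchd1* wt and 3 *Smchd1* matΔ rises left. The paper describes lower *Hox* expression at day 2 and higher expression of several anterior *Hox* genes at day 2.5 in maternal null cells. It presents the larger change between these days as where the combined effects show most.

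**Figure D1:**
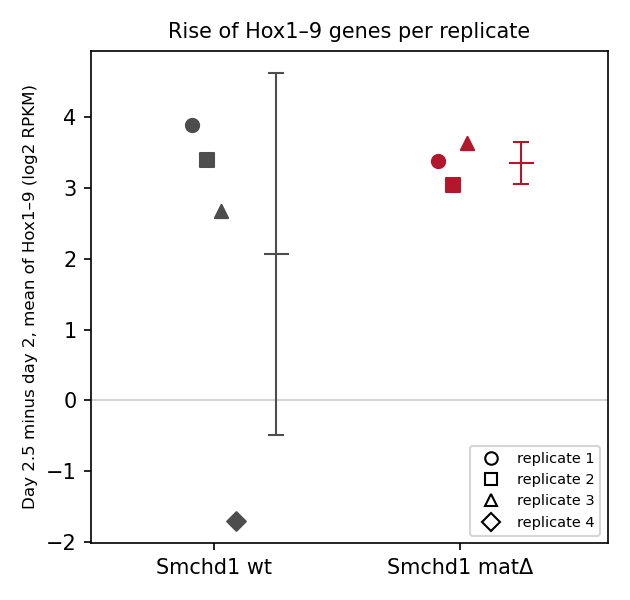
Rise of the *Hox1–9* genes from day 2 to day 2.5 in each replicate, as the mean over 27 genes of the difference in log2 RPKM, with the mean and SD of each genotype beside the points. The 3 *Smchd1* matΔ replicates lie between 3.04 and 3.64, within the range of *Smchd1* wt replicates 1 to 3, and *Smchd1* wt replicate 4 lies at -1.69.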

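At day 3 the *Hox1–9* mean was 0.99 ± 1.24 (SD, n = 4) in *Smchd1* wt cells and 0.74 ± 0.54 (SD, n = 4) in *Smchd1* matΔ cells, a difference of -0.25 (exact two-sided permutation test, p = 0.686). At day 4 it was 2.57 ± 1.19 (SD, n = 4) and 1.86 ± 0.91 (SD, n = 4), a difference of -0.71 (exact permutation test, p = 0.371). Neither difference exceeded the spread between the libraries of a genotype. On average 23 of the 27 genes were lower in *Smchd1* matΔ cells at day 3 and 26 at day 4. On whole reads recovered from the same values, an alternative chosen after seeing the data, 26 were lower and 1 was higher in edgeR on each of these days, with a median log2 fold change of -0.51 at day 3 and -0.77 at day 4. Leaving out *Smchd1* wt replicate 2, *Smchd1* wt replicate 3 or *Smchd1* matΔ replicate 1 turned the difference in means at day 3 positive, with a highest value of 0.06. The difference at day 4 stayed negative in all 15 alternatives on log2 RPKM, between -1.24 and -0.29. The *Hox1–9* genes together held at least 926 reads in each library of day 3 and at least 2850 in each library of day 4. In limma, 0 of the 39 *Hox* genes had an adjusted p-value under 0.05 at day 3 and 0 at day 4, and 0 had an unadjusted p-value under 0.05 on either day. Leaving out *Smchd1* wt replicate 4 at day 4 gave 1 gene, *Hoxa6*, with a log2 fold change of -2.95 (adjusted p = 0.0436 from limma), named after its value was seen. From day 2.5 to day 3 the *Hox1–9* mean of *Smchd1* wt cells rose by 2.27, and the rise of *Smchd1* matΔ cells over the same replicate numbers differed from it by -0.86 (exact permutation test, p = 0.286). From day 2.5 to day 4 it rose by 3.85 in *Smchd1* wt cells and 2.69 in *Smchd1* matΔ cells, which differed by -1.16 (exact permutation test, p = 0.286).

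**Figure D2:**
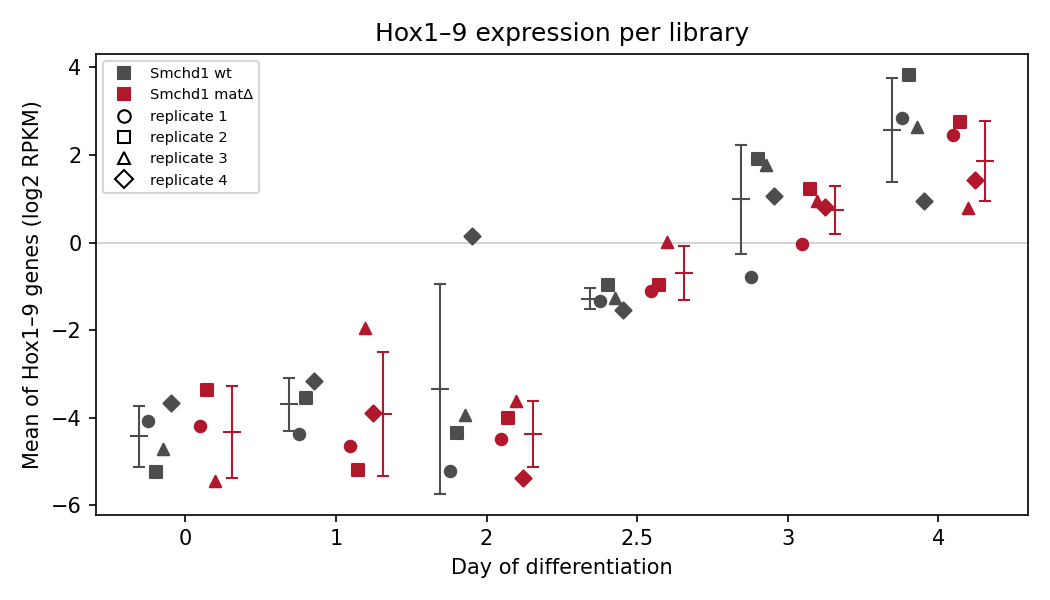
Mean log2 RPKM of the 27 *Hox1–9* genes in each library by day of differentiation, with 1 point per library, shaped by replicate number, and the mean and SD of each genotype beside the points. The genotypes overlap on each day, and *Smchd1* wt replicate 4 of day 2 lies at 0.15 while the other libraries of that day lie between -5.38 and -3.62.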

At day 3 (NMPs and mesodermal progenitors) and day 4 (24 h after GDF11 addition) corresponding to E9.5 in vivo, we observed a general downregulation of *Hox* gene expression, consistent with the *Hox* gene activation we observe at day 2.5 being precocious but not sustained (Fig. 3b).

**Fig. 3:**
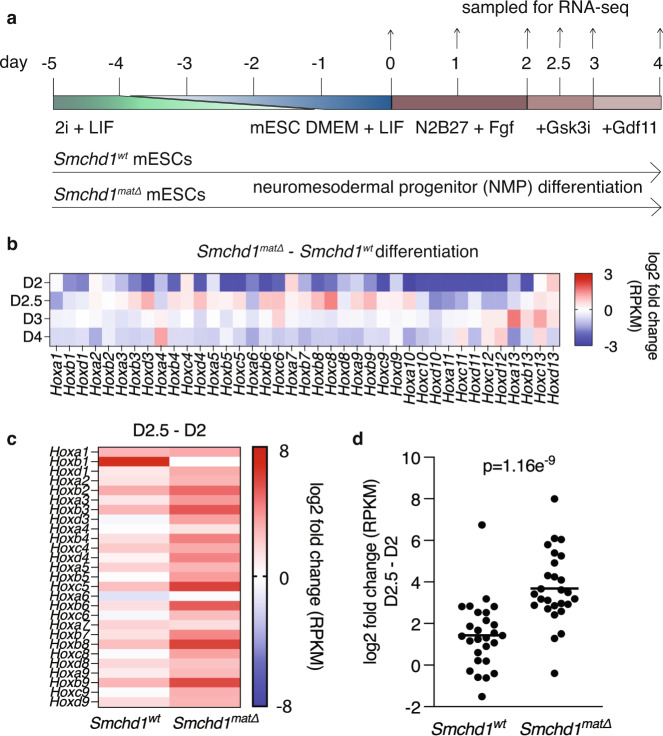
Precocious activation of anterior *Hox* genes in differentiating *Smchd1* maternal null mESCs upon Wnt activation. **a** mESC differentiation to NMP experimental setup, with media components indicated, along with timing of samples taken for RNA-seq. **b** Heatmap of the average log2 fold change for the expressed *Hox* genes between the *Smchd1* maternal null and control samples. *n* = 4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*^*matΔ*^ day 2.5 where *n* = 3 from technical replicates of two independent mESC lines. **c** Heatmap of the average log2 fold change of *Hox* gene expression between the day 2.5 and day 2 samples, for each genotype. **d** The log2 fold change for the *Hox1*–*9* genes between day 2.5 and day 2 of differentiation (*n* = 27 genes), for the average of the 4 replicates at day 2 and 3 replicates at day 2.5 for each genotype (Student’s t-test, two-tailed, equal variance). Source data are provided in Supplementary Data 3.

To test whether the changes in *Hox* gene expression were due to loss of maternal SMCHD1 or haploinsufficiency for SMCHD1, we generated *Smchd1*^*het*^ and matched control mESC using the MMTV-Cre model with the deleted *Smchd1* allele inherited from the father, as we had for the assessment of axial patterning (Fig. 1a). Using RNA-seq in an identical differentiation series as for the *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ mESC, we found that *Smchd1*^*het*^ cells differentiated normally and had no significant differential expression when compared with their matched SMCHD1 replete controls (Supplementary Fig. 2). When *Hox* gene expression was examined more specifically, heterozygosity for *Smchd1* did not influence *Hox* gene expression (Supplementary Fig. 3). These data suggest that absence of maternal SMCHD1, rather than haploinsufficiency for SMCHD1, causes precocious *Hox* gene expression during differentiation.

Taken together, these in vivo and in vitro data suggest that the *Smchd1*^*matΔ*^ skeletal phenotype may in part be explained by premature upregulation of anterior *Hox* genes. The normal *Hox* gene silencing in the pluripotent state, and the expected downregulation of *Hox* genes observed later in differentiation, is consistent with the relatively modest effects on skeletal patterning in the absence of maternal SMCHD1.

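In the pluripotent cells of day 0, the *Hox1–9* mean was -4.42 ± 0.70 (SD, n = 4) in *Smchd1* wt cells and -4.33 ± 1.05 (SD, n = 3) in *Smchd1* matΔ cells, a difference of 0.09 (exact two-sided permutation test, p = 0.971). All 27 genes had a mean under 1 RPKM in both genotypes. Only between 22 and 146 reads per *Smchd1* wt library and between 5 and 68 per *Smchd1* matΔ library lay on the 27 genes. Whether changes in single genes could be detected at this depth was not tested. The sign of the difference was not stable, and it was -0.39 without *Smchd1* matΔ replicate 2 and 0.65 without *Smchd1* matΔ replicate 3. At day 1 the mean was -3.70 ± 0.61 (SD, n = 3) in *Smchd1* wt cells and -3.92 ± 1.42 (SD, n = 4) in *Smchd1* matΔ cells, a difference of -0.22 (exact permutation test, p = 0.857) that turned positive under 7 of 14 alternatives on log2 RPKM. The *Smchd1* matΔ replicate 4 library of day 1 had no reads (0 of 19 genes) on the *Hox* genes of chromosomes 11 and 15.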

### Maternal SMCHD1 does not act upstream of Polycomb marks in mESCs

To investigate the mechanism by which loss of maternal SMCHD1 caused upregulation of anterior *Hox* genes, we assessed whether the histone marks H2AK119ub and H3K27me3 were perturbed in *Smchd1*^*matΔ*^ mESCs. These histone marks are laid down by Polycomb repressive complex 1 (PRC1) and 2 (PRC2) respectively and induce a heterochromatic gene-silencing state at the *Hox* clusters in mESCs^41,42^. Moreover, both marks are laid down on the maternal chromatin at *Hox* clusters and elsewhere in the genome^34–36^. For non-canonical imprinted genes, maternal H3K27me3 and H2AK119ub are required for their silent state. Based on recent work from our lab on the role of maternal SMCHD1 at non-canonical imprinted genes^7^ we hypothesised that maternal SMCHD1 acts downstream of PRC1 and PRC2. If this were the case, H3K27me3 and H2AK119ub would be unperturbed over *Hox* clusters in *Smchd1*^*matΔ*^ mESCs. We carried out CUT&RUN for H3K27me3 and H2AK119ub in biological triplicate samples of *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ mESCs, and compared our data to publicly available ChIP-seq datasets for these histone marks in mESCs (Supplementary Data 4^41,42^,). We observed enrichment of H3K27me3 and H2AK119ub at the expected regions for mESCs, including the four *Hox* clusters (Fig. 4a, b, Supplementary Fig. 4); however, we found no change in H3K27me3 or H2AK119ub enrichment between *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ mESCs over the *Hox* clusters (Fig. 4a, b, Supplementary Fig. 4), and a very high positive correlation between the two genotypes genome-wide (Fig. 4c, d, R^2^ = 0.9266 and 0.8721, respectively). Moreover, there was no significant difference when considering just the maternal or paternal allele of each cluster (Supplementary Fig. 5).

**Fig. 4:**
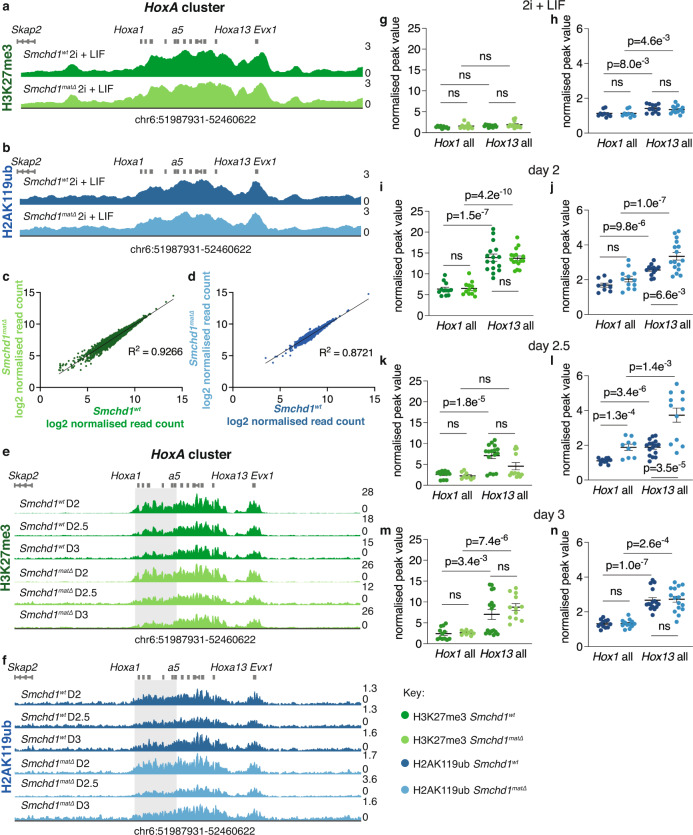
Maternal SMCHD1 does not act upstream of H3K27me3 and H2AK119ub in mESCs. **a** H3K27me3 CUT&RUN in *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ ESCs cultured in 2i+LIF medium over the *HoxA* cluster as marked. *n* = 3 independent mESC lines per genotype, the average of which is shown. Genes are shown in grey above the CUT&RUN enrichment tracks and genome coordinates are shown below. Green indicates H3K27me3, dark green for *Smchd1*^*wt*^ and light green for *Smchd1*^*matΔ*^. Y-axis is FPM. **b** as in **a** but for H2AK119ub. Blue represents H2AK119ub, dark blue for *Smchd1*^*wt*^ and light blue for *Smchd1*^*matΔ*^. **c** Scatter plot of log2 transformed normalised counts for *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ over 43,798 H3K27me3 MACS2 peaks in mESCs called from^41^. The Pearson coefficient indicates very high correlation between the two genotypes (*R*^2^ = 0.9266). **d** As in **c ** but for H2AKA119ub, 23,680 peaks called from^42^. Pearson coefficient again indicates very high correlation between the genotypes (*R*^2^ = 0.8721). **e** as in **a** but sampled throughout the mESC to NMP differentiation series at days 2, 2.5 and 3. *n* = 4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*^*matΔ*^ days 2.5 and 3 where *n* = 3 from technical replicates of two independent mESC lines, the average for which is shown. **f** as in **e** but for H2AK119ub. *n* = 4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*^*wt*^ day 2 and *Smchd1*^*matΔ*^ day 2.5 where *n* = 3 from technical replicates of two independent mESC lines, the average for which is shown. **g**, **i**, **k**, **m**. Comparison of H3K27me3 CUT&RUN FPKM values over grouped *Hox1* and *Hox13* genes, normalised to FPKM reads over genome-wide MACS peaks within each replicate to correct for efficiency of immunoprecipitation, each for cells grown in 2i + LIF (**i**), harvested at day 2 (**k**), day 2.5 (**m**) and day 3 (**o**). Individual *Hox* genes from each replicate are plotted with mean ± SEM. *P*-values were generated with unpaired, two-tailed t-tests, corrected for multiple testing with the Benjamini-Hochberg method^46^ (ns = not significant, exact *P* values given on graphs for significant results) **h**, **j**, **l**, **n** As in **g**, **i**, **k**, **m** but for H2AK119ub. *n* = 3 per genotype for day 2 and 2.5 and *n* = 4 for day 3 samples, in each case *Hox 1* is 3 genes, *Hox 13* is 4 genes. Source data are provided in Supplementary Data 4, 5 and 6.

Next, we tested whether loss of maternal SMCHD1 destabilised Polycomb marks during differentiation, which might account for the upregulation of *Hox* genes in its absence. We collected samples for CUT&RUN for H3K27me3 and H2AK119ub at days 2, 2.5 and 3 of mESC differentiation to NMPs, as this is when we observed changes in *Hox* gene expression. It has been shown that H3K27me3 marks are eroded from the anterior end of the *HoxD* cluster as these *Hox* genes are switched on in tailbud tissue^43^, so we expected to see a similar anticorrelation between gene expression and Polycomb coverage in our in vitro differentiation. We observed a subtle decrease in H3K27me3 and H2AK119ub enrichment at the anterior end of each *Hox* cluster during differentiation compared with the pluripotent state (Fig. 4e, f, Supplementary Fig. 6) although with some background signal still present, likely owing to the heterogenous population of cells present in the differentiation culture. To statistically test the differentiation-induced changes in the Polycomb marks and those induced by loss of maternal SMCHD1, we used the csaw package^44^ to call differential peaks both between *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ samples and between each day of differentiation. This genome-wide method called very few differential peaks between days, none of which were over *Hox* clusters (Supplementary Data 6). Csaw peaks were also called between *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ samples within each timepoint, again with few significant genome-wide peaks called and none over *Hox* clusters. To look more closely at changes in Polycomb coverage over each *Hox* gene, FPKM values over *Hox* genes (normalised to genome-wide MACS peaks) were compared as a representation of the expected change in anterior to posterior *Hox* gene marking. In the pluripotent mESC we observed no significant difference between the Polycomb mark enrichment at *Hox1* and *Hox13* genes (Fig. 4g, h). At each stage of differentiation, we observed significantly lower enrichment of Polycomb marks at *Hox1* compared with *Hox13* genes, as expected due to activation of the anterior genes during this period (Fig. 4i–n). Interestingly, when comparing each set of *Hox* genes at each timepoint we observed significantly higher coverage of H2AK119ub (but not H3K27me3) at each set of *Hox* genes in *Smchd1*^*matΔ*^ samples compared to *Smchd1*^*wt*^ at days 2 and 2.5 of differentiation (Fig. 4j, l, Supplementary Data 6). This increase in H2AK119ub coverage is not what we would expect given the upregulation of *Hox* genes seen at day 2.5 of differentiation, and is inconsistent with destabilisation of Polycomb marks following loss of maternal SMCHD1, but is suggestive of an interplay between SMCHD1 and Polycomb post-implantation.

We next asked whether alterations to DNA methylation may account for the effects of maternal SMCHD1. First, we re-analysed our previously published whole genome bisulfite sequencing data of E2.75 *Smchd1* maternal null embryos^7,45^ and found very low methylation over all four *Hox* clusters and no difference in methylation between *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ embryos (Supplementary Fig. 7, Supplementary Data 7). Next, we performed reduced representation bisulfite sequencing at days 2 and 2.5 of differentiation in *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ differentiating mESCs. Again, we observed very low levels of methylation at the CpG islands at the *Hox* clusters, with no statistically significant difference in DNA methylation between *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ samples (Supplementary Fig. 7, Supplementary Data 7). These data suggest that maternal SMCHD1 does not influence *Hox* gene expression via modulation of DNA methylation.

Given that the *Smchd1* maternal null mESCs retained their maternal effect on *Hox* gene expression and that loss of maternal SMCHD1 does not disrupt acquisition and/or maintenance of the Polycomb repressive complex marks or CpG island methylation throughout differentiation, within the limitations of our experiments, we conclude that maternal SMCHD1 does not act upstream of Polycomb and DNA methylation in its regulation of *Hox* clusters and other areas of the genome.

## Discussion

In this study we have shown that maternal SMCHD1 is required for appropriate patterning of the axial skeleton, linked to its role in silencing *Hox* genes. Deletion of *Smchd1* in the oocyte results in the highly penetrant posteriorising homeotic transformations of C7-to-T1, T13-to-L1 and L6-to-S1. This phenotype is similar to what is observed in zygotic PRC1 subunit knockouts and is attributable to *Hox* gene overexpression^46,47^. We too observed a modest but consistent upregulation of anterior *Hox* genes both in vivo in the developing tailbud of ~E8.5 embryos and in vitro soon after induction of Wnt signalling in mESC differentiating into NMPs. *Hox* gene silencing was restored later in differentiation, consistent with the relatively subtle axial patterning defects observed in the *Smchd1* maternal null embryos. Interestingly, maternal SMCHD1 was not required to maintain appropriate *Hox* gene silencing earlier in development, either in the pluripotent state or in the morula. These data suggest that maternal SMCHD1, which controls the embryo in the preimplantation period^7,45^, is required to ensure *Hox* genes are not prematurely activated in the post-implantation period. This is a long-lived effect of maternal SMCHD1 at the *Hox* clusters from approximately E2.75 when zygotic SMCHD1 is activated to around E8.5 when precocious *Hox* gene activation is observed.

Given the important role of PRC1 and PRC2 in silencing the *Hox* genes, their role in long-lived mitotic epigenetic memory^48^, and the fact that they mark the *Hox* genes with H2AK119ub and H3K27me3 from the oocyte stage onwards^4,34–36,41^, we asked whether maternal SMCHD1 may function together with the PRCs to silence *Hox* genes, using our mESC model. In undifferentiated mESCs we observed no change in H3K27me3 or H2AK119ub marks genome-wide in *Smchd1* maternally deleted cells compared to control. These data suggest that maternal SMCHD1 acts downstream of Polycomb marks in this system, consistent with previous work showing that zygotic SMCHD1 acts downstream of H2AK119ub on the inactive X chromosome^24^, that H3K27me3 is unchanged over SMCHD1 targets in zygotic *Smchd1* null NSCs^11^, and the role for maternal SMCHD1 at non-canonical imprinted genes controlled by H3K27me3 and H2AK119ub^7^. Potentially, the retention of H2AK119ub and H3K27me3 in the absence of maternal SMCHD1 explains why *Hox* genes are not aberrantly expressed prior to E8.5.

In our embryos we observe a fairly restricted set of posterior homeotic transformations, with the highest penetrance observed for transformations at the anterior end of the skeleton and upregulation of anterior *Hox* genes pertinent to these transformations. Recent studies have reported the dynamic changes in H3K27me3 and H2AK119ub through the preimplantation period, relevant to this consideration^34–36^. Zheng et al. showed that although H3K27me3 decorates the *Hox* clusters in the oocyte and sperm, paternal H3K27me3 is erased and is regained post-implantation, while maternal H3K27me3 remains constantly at *Hox* loci. Mei et al. showed that the same is true for H2AK119ub except it is regained on the paternal allele by the early two-cell stage, faster than paternal H3K27me3 is regained. Considering Polycomb coverage over both alleles, Chen et al. showed both H3K27me3 and H2AK119ub were unchanged from the oocyte to morula stage for the posterior 3’ end of the *HoxC* cluster. Meanwhile, H3K27me3 was erased over the anterior end of the cluster, from the 1-cell to morula stages. H2AK119ub coverage was also reduced, but only at the 1-cell stage. Seeing as this is the window of time when exclusively maternal SMCHD1 protein is present in the embryo^7^, maternal SMCHD1 may affect anterior *Hox* genes because lower levels of H3K27me3 and H2AK119ub create a higher dependence on maternal SMCHD1 for an appropriate chromatin state at the *Hox* genes. However, based on the timepoints sampled in our study, we cannot exclude a role for maternal SMCHD1 in also regulating more posterior *Hox* genes. These studies also show that neither the dynamic changes in Polycomb marks as the early embryo develops, nor the allele-specificity of them, is captured in mESC, as we also find in our CUT&RUN data from mESCs. Hence, although our *Smchd1* maternal null mESCs appear to retain the maternal effect of SMCHD1 as they exhibit anterior *Hox* upregulation, in the future it will be important to study the effects of maternal SMCHD1 in the preimplantation period to fully elucidate the role of maternal SMCHD1 in regulating the *Hox* genes.

Maternal SMCHD1 acting downstream of Polycomb does not fully answer the question of how deletion of *Smchd1* in the oocyte has such a long-lasting effect on the embryo, days after activation of zygotic SMCHD1. Given that zygotic SMCHD1 has a role in maintaining chromatin architecture, specifically long-range chromatin interactions^12,21,23^, including at *Hox* clusters^12^, it is possible that this long-lasting epigenetic memory exists in the form of a particular chromatin conformation at *Hox* clusters that is put in place early in development by maternal SMCHD1. Without maternal SMCHD1, we propose that the chromatin state of the *Hox* clusters is destabilised, leaving *Hox* genes prone to inappropriate activation over time. While the Polycomb marks remain, zygotic SMCHD1 activation at the late morula stage appears to be insufficient to ensure appropriate *Hox* gene silencing later in development. Potentially this is because zygotic SMCHD1 cannot restore the chromatin architecture required for *Hox* silencing at the late morula stage or afterwards, as the establishment of such a chromatin state needs to occur within the context of the dynamic epigenetic reprogramming that happens earlier in preimplantation development. If the Polycomb marks are sufficient for silencing in the short term, why would a maternal SMCHD1-mediated chromatin state be required to prevent premature *Hox* gene activation post-implantation? The early post-implantation period is another time of wholesale epigenome remodelling as the embryo undergoes germ-layer specification and gastrulation. Potentially a destabilised chromatin state created by the absence of maternal SMCHD1 is liable to disruption in the context of such genome-wide remodelling. Our data using CUT&RUN for H3K27me3 and H2AK119ub and reduced representation bisulfite sequencing to analyse DNA methylation at CpG islands during mESC differentiation suggest that these marks are not destabilised in the absence of maternal SMCHD1, at least not to the extent that would allow us to quantitate such a difference in bulk cell populations using our in vitro differentiation system. Therefore, we have not yet been able to identify the specific features of any such destabilised chromatin state. We did observe an enrichment of H2AK119ub, although not H3K27me3, at day 2 and 2.5 of differentiation over *Hox* genes in the absence of maternal SMCHD1. This cannot explain the upregulation of *Hox* genes at this time, but may instead reflect an altered chromatin state, similar to our previously identified enrichment of H3K27me3 on the inactive X chromosome in the absence of zygotic SMCHD1 concomitant with major changes to the architecture of this chromosome^12^. Since we have not examined the Polycomb marks in *Smchd1* heterozygous samples, it remains possible that the subtle changes in H2AK119ub are due to haploinsufficiency for SMCHD1 rather than maternal effects, unlike those on *Hox* gene expression.

Xue et al. recently reported skeletal abnormalities and overexpressed *Hox* genes in the oocyte of a zebrafish model of maternal *Smchd1* knockout^49^. They also showed evidence that zygotic knockout of *Lrif1*, a known binding partner of SMCHD1^50^, phenocopies the *Smchd1* maternal knockout phenotype, suggesting that LRIF1 could be involved in the same regulatory pathway of *Hox* expression as SMCHD1. These complementary results indicate a striking evolutionary conservation of *Hox* genes by maternal SMCHD1 in both mouse and zebrafish, although the mechanism of regulation in each model organism remains unknown.

Although further work is required to elucidate how maternal SMCHD1 has a long-lasting epigenetic memory in the developing embryo, this study shows that maternal SMCHD1 is required for appropriate *Hox* gene expression and, consequently, is also required for normal skeletal patterning in the mouse embryo. This work is relevant to our understanding of how maternal proteins influence offspring phenotypes, and may be relevant to humans considering the pathogenic variants in SMCHD1 observed in several human diseases^16–19^.

## Methods

### Mouse strains and genotyping

Mice were bred, housed and maintained in accordance with standard animal husbandry procedures and experiments performed were approved by the WEHI Animal Ethics Committee under the animal ethics numbers 2018.004, 2020.048 and 2020.50. Mice experienced temperature in the range of 20–22 °C, 30–45% humidity and a 14 h light/10 h dark cycle. *Smchd1*^*del/fl*^ mice carrying the *MMTV-Cre* transgene^51^, and *Smchd1*^*fl/fl*^ mice carrying the *Zp3 Cre* transgene^52^ were created as previously described^7^ and maintained on the C57BL/6 background.

In this study three crosses were carried out to assess the effect of deleting *Smchd1* in the oocyte on the developing embryo. The control cross involved *Smchd1*^*fl/fl*^ *MMTV*-*Cre*^*+/+*^ or *Zp3*-*Cre*^*T/+*^ females and Castaneus (Cast) *Smchd1*^*+/+*^ male mice to generate *Smchd1*^*fl/+*^ (*Smchd1*^*wt*^) embryos. The maternal deletion test cross was carried out with *Smchd1*^*del/fl*^ *MMTV-Cre*^*T/+*^ or *Smchd1*^*fl/fl*^ *Zp3*-*Cre*^*T/+*^ females and Cast *Smchd1*^+/+^ male mice, to generate *Smchd1*^*del/+*^ (*Smchd1*^*matΔ*^) embryos which developed from *Smchd1* homozygous-null oocytes. The third cross was a reciprocal cross between a Cast *Smchd1*^*+/+*^ female and a *Smchd1*^*del/fl*^*; MMTV-Cre*^*T/+*^male to generate *Smchd1*^*fl/+*^ and *Smchd1*^*del/+*^ (*Smchd1*^*het*^) embryos. The reciprocal cross was only conducted with MMTV-Cre, and not Zp3-Cre, with the purpose of controlling for the heterozygosity of *Smchd1*^*matΔ*^ embryos. The F1 nature of the embryos allows for allele-specific genomic analysis due to differential SNPs between the C57BL/6 and Cast genomes.

Genotypes were determined by PCR using GoTaq Green (Promega) for *Smchd1*, the X and Y chromosomes via *Otc* and *Zfy* respectively^12^, and for the *Cre* transgene^53^. TCAGGTGGTCTCGAGCCC, CCATGAGAAGCAATGTGGGA and GGACAGCCAAAGTGACACAG were the oligonucleotides used to detect the *Smchd1* deleted, *Smchd1* floxed and *Smchd1* wild-type alleles. CTGACCGTACACCAAAATTTGCCTG and GATAATCGCGAACATCTTCAGGTTC were the oligonucleotides used to detect the Cre transgene. GTTCTTTCGTTTTCCCCTCTC and GGCATTATCTAAGGAGGAGCATC were used to detect *Otc*, GACTAGACATGTCTTAACATCTGTCC and CCTATTGCATGGACAGCAGCTTATG were used to detect *Zfy*.

### Skeletal preparations

Whole-mount skeletal staining was performed on E17.5 embryos as previously described^54^. Skin and organs were removed, embryos dehydrated and remaining tissue dissolved in acetone. After staining, skeletons were cleared in KOH, washed through a glycerol/water series and imaged in 100% glycerol. Images were acquired with a Vision Dynamic BK Lab System at the Monash University Paleontology Lab. Images were taken with a Canon 5d MkII with a 100 mm Macro lens (focus stop 1:3/1:1). Multiple images were taken to extend the focal depth, and stacked in ZereneStacker using the PMax algorithm. Two people independently scored vertebral formulae of each skeleton, blind to genotype and sex.

### Whole-mount in situ hybridisation

Whole-mount in situ hybridisation was performed as previously described^55^ with some modifications. E10.5 embryos from the MMTV-Cre model were dissected in ice-cold DEPC-treated PBS and fixed in 4% paraformaldehyde (PFA), rotating overnight at 4 °C. All steps were performed rocking at room temperature (RT) unless otherwise specified. Embryos were dehydrated by washing through a graded methanol/DEPC-treated PBS with 1% Tween-20 (PBT) series (25%, 50%, 75%, 100%) for 10 min in each solution. Embryos were then stored at −20 °C until in situ hybridisation, at which point all embryos (both genotypes) were processed in parallel to limit inter-experiment variation. To begin in situ hybridisation, embryos were rehydrated by washing through a reversed graded methanol/PBT series for 10 min in each solution, then washed twice for 5 min in PBT. Embryos were then treated with 10 µg/mL proteinase K for 15 min before being washed twice for 5 min each in PBT, then were post-fixed with 4% PFA and 0.2% glutaraldehyde for 20 min and washed twice for 5 min each in PBT. Embryos were subsequently put in pre-warmed hybridisation solution (50% formamide; 5 x SSC (pH 4.5), 1% SDS; 50 µg/mL heparin; 50 µg/mL yeast tRNA (Sigma, R6750)) at 65 °C for 1 h, then 1 ug/mL DIG-labelled riboprobe was added and embryos were incubated at 65 °C, rocking overnight. The following day, embryos were washed in Solution I (50% formamide; 5 x SSC (pH 4.5); 1% SDS) three times for 30 min each, rocking at 65 °C. Embryos were then washed in Solution II (50% formamide; 2 x SSC (pH 4.5); 0.1% Tween-20) three times for 30 min each, rocking at 65 °C, then were washed in TBS with 1% Tween-20 (TBST) three times for 5 min. Embryos were put in blocking solution (TBST with 10% heat-inactivated sheep serum) for 2 h at RT, then blocking solution was removed and embryos were transferred to blocking solution containing 1:2000 anti-DIG antibody (Roche, 11093274910) then were incubated rocking overnight at 4 °C. The next day embryos were washed in TBST three times for 5 min at RT, five times for 1 h at RT, then overnight at 4 °C. The following day, embryos were washed in NTT (100 mM NaCl, 100 mM Tris-HCl (pH 9.5); 1% Tween-20) 3 times for 10 min before colour development in BM purple (Roche, 11442074001), rocking at room temperature, protected from light for approximately 4 h. Colour development was stopped, at the same time across all samples, by washing in PBT three times for 5 min, then embryos were post-fixed in 4% PFA overnight at 4 °C. Embryos were imaged as described above for skeletal preparations. The plasmid for *Hoxc6* riboprobe generation was a kind gift from P. Sharpe.

### Tailbud dissection

Tailbud dissection and somite counting was performed as previously described^56^. In brief, embryos from the MMTV-Cre model were dissected in ice-cold DEPC-treated PBS. Tailbud tissue was horizontally dissected at a distance of 1.5 somites below the last segmented somite to ensure no contaminating somite tissue was included. Tailbud tissue was snap frozen on dry ice and stored at −80 °C for later RNA extraction. The yolk sac was used for genotyping. Somites were counted before fixing each embryo in 4% DEPC-treated paraformaldehyde at 4 °C overnight. Embryos were washed through a graded methanol/PBT (DEPC- treated PBS with 1% Tween-20 (v/v)) series as described above for whole-mount in situ hybridisation, before brief staining in dilute ethidium bromide solution and imaging under a fluorescence dissection microscope to confirm somite counting.

### mESC derivation and culture

mESCs were derived and cultured as previously described^12,57,58^. Females were superovulated with 5 IU folligon (MSD Animal Health Australia) 2 days before mating and 5 IU chorulon (MSD Animal Health Australia) on the day of mating. E3.5 blastocysts were flushed from the uterine horns of these females with M2 medium (Sigma-Aldrich) and were washed twice in 2i + LIF medium [KnockOut DMEM (Life Technologies), 1 x Glutamax (Life Technologies), 1 x MEM Non-Essential Amino Acids (Life Technologies), 1 x N2 Supplement (Life Technologies), 1 x B27 Supplement (Life Technologies), 1 x Beta- mercaptoethanol (Life Technologies), 100 U/mL Penicillin/100 μg/mL Streptomycin (Life Technologies), 10 μg/mL Piperacillin (Sigma-Aldrich), 10 μg/mL Ciprofloxacin (Sigma- Aldrich), 25 μg/mL Fluconazol (Selleckchem), 1000 U/mL ESGRO Leukemia Inhibitory Factor (Merck), 1 μM StemMACS PD0325901 (Miltenyi Biotech), 3 μM StemMACS CHIR99021 (Mitenyi Biotech)] before each blastocyst was plated in an individual well of a non-tissue culture treated 24-well plate by mouth pipetting. Blastocysts were left for 7 days at 37 °C in a humidified atmosphere with 5% (v/v) carbon dioxide and 5% (v/v) oxygen before outgrowths were picked and washed in trypsin-EDTA for 5 min, then washed in mESC wash media [KnockOut DMEM (Life Technologies), 10% KnockOut Serum Replacement (Life Technologies), 100 IU/mL penicillin/100 μg/mL streptomycin (Life Technologies)], then 2i+LIF media. Outgrowths were mechanically disrupted by pipetting in the 2i + LIF media and then were transferred into a 24-well to be cultured as mESC lines. Cell lines were genotyped to check *Smchd1* knockout and only male lines were selected and these lines were grown in non-tissue culture treated plates in suspension in 2i + LIF medium at 37 °C with 5% (v/v) carbon dioxide and 5% (v/v) oxygen, and were passaged using Accutase (Sigma-Aldrich) every other day.

### Differentiation of mESCs into NMPs

Performed as previously described^12^ with some adaptations. mESCs growing in 2i + LIF medium were passaged onto tissue culture plates coated with 0.1% porcine gelatin (Sigma-Aldrich), in 75% 2i + LIF media and 25% mESC DMEM + LIF media [(high-glucose DMEM, 0.085 mM MEM Non-Essential Amino Acids (Life Technologies), 34 mM NaHCO_3_, 0.085 mM 2-mercaptoethanol (Life Technologies), 100 μg/mL streptomycin, 100 IU/mL penicillin, 15% FBS (Life Technologies), 1,000 U/mL ESGRO leukemia inhibitory factor (Merck), 10 μg/mL piperacillin (Sigma-Aldrich), 10 μg/mL ciprofloxacin (Sigma-Aldrich) and 25 μg/mL fluconazole (Selleckchem)]. 24 h later, medium was changed to 50% 2i + LIF medium and 25% mESC DMEM + LIF medium, then 25% 2i + LIF medium and 75% mESC DMEM + LIF medium 48 h later. The following day (day −1 of differentiation) cells were then split using Accutase (Sigma-Aldrich) and were seeded on 6-well plates and on 13 mm circular glass coverslips (Hecht, cat no. 6.071 724) in 12-well plates coated with 0.1% porcine gelatin (Sigma-Aldrich) at densities of 6.25 × 10^4^ cells/cm^2^ for cells to be harvested at days 0 and 1 of differentiation; and 3 × 10^4^ cells/cm^2^ for cells to be harvested on days 2, 2.5, 3 and 4. 24 h later (day 0 of differentiation) cells were washed with PBS and the medium was changed to N2B27 medium [1:1 mix of Advanced DMEM/F12 (Life Technologies) and Neurobasal medium (Life Technologies), 0.5 × N2 supplement (Life Technologies), 0.5 × B27 supplement, 1 × Glutamax (Life Technologies), 40 μg/mL BSA Fraction V (Life Technologies), 1 × 2-mercaptoethanol (Life Technologies), 100 U/mL penicillin/100 μg/mL streptomycin (Life Technologies), 10 μg/mL piperacillin (Sigma-Aldrich), 10 μg/mL ciprofloxacin (Sigma-Aldrich) and 25 μg/mL fluconazole (Selleckchem) supplemented with 10 ng/mL recombinant human basic FGF (Peprotech)]. On day 2 of differentiation, the medium was changed to N2B27 medium with 10 ng/mL recombinant human basic FGF (Peprotech) and 5 μM StemMACS CHIR99021 (Mitenyi Biotech). On day 3 of differentiation, the medium was changed to N2B27 medium with 10 ng/mL recombinant human basic FGF (Peprotech) and 5 μM StemMACS CHIR99021 (Mitenyi Biotech), and 50 ng/mL recombinant GDF11 (Mitenyi Biotech). Cells were harvested for RNA on days 0, 1, 2, 2.5, 3 and 4 by lysing cells in the 6-well plate in RNA lysis buffer (Zymo) and freezing at −80 °C until extraction. Cells grown on coverslips were fixed for immunofluorescence on days 0, 1, 2, 2.5, 3 and 4 as described in the immunofluorescence methods section.

### Immunofluorescence

Immunofluorescence was performed on differentiating mESCs to NMPs as previously described^12^. In brief, cells grown on coverslips were 13 mm circular glass coverslips (Hecht, cat no. 6.071 724) were washed 3 times for 5 min each in PBS before fixation in 4% paraformaldehyde for exactly 10 min. Fixed cells were then stored in 0.02% sodium azide in PBS at 4 °C for up to a week until all samples from differentiation were ready for processing. Cells were then washed 3 times for 5 min each again in PBS before permeabilisation in 0.5% TritonX in PBS for exactly 5 min on ice. Cells were washed again 3 times for 5 min each in PBS then non-specific binding sites were blocked in 1% bovine serum albumin (Sigma-Aldrich, A9418) in PBS for approximately 1 h at room temperature. Primary antibodies against T/Brachyury (Abcam, #ab209665) and Sox2 (ThermoFisher Scientific, cat #14-9811-82) were then added in 1% BSA solution at a dilution of 1:100 and incubated with cells at 4 °C overnight in a humidified chamber. Cells were then washed 3 times for 5 min each in PBS before incubation with secondary goat anti-rabbit 647 (ThermoFisher Scientific, cat #A21244) and goat anti-rat 568 (Invitrogen, cat #A11077) antibodies each at a dilution of 1:500 in a dark humidified chamber for one hour at room temperature, before washing 3 times for 5 min each again in PBS and counterstaining with DAPI 1:10,000 in PBS for 1 min at room temperature. Cells were washed 3 times for 5 min each again in PBS before mounting on Polysine microscope slides (LabServ, cat #LBSP4981) with Vectashield Vibrance Antifade mounting medium (Vector Laboratories, cat #H-1700). Cells were imaged on an LSM 880 (Zeiss) confocal microscope at 40 x magnification and z-stacks were merged and composite images generated using the ImageJ distribution package FIJI^59^.

### CUT&RUN

CUT&RUN was performed as previously described^60^. mESCs grown in 2i +LIF medium or sampled at days 2, 2.5 and 3 during differentiation were taken out of culture and counted using a haemocytometer before washing by centrifuging at 600 g for 5 min and room temperature then resuspending in wash buffer [20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine and 1 x complete protease inhibitor (Roche)] three times. Approximately 200,000 cells were used for each antibody for replicate 1, and 500,000 each for replicates 2 and 3. 10 uL Concanavalin A-coated beads (Bangs Laboratories, #BP531) per sample were washed in binding buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) then were resuspended in the original volume of beads. 10 uL beads per sample were then bound to the cells in 1 mL wash buffer, nutating for 10 min at room temperature. H3K27me3 (Cell Signalling Technologies, C36B11) and H2AK119ub (Cell Signalling Technologies, D27C40) antibodies were added at a concentration of 1:100 in antibody binding buffer (2 mM EDTA in digitonin wash buffer (wash buffer with 0.025% digitonin) and antibody binding was conducted overnight at 4 °C with both H3K27me3, rotating on a nutator. Samples were then washed three times with digitonin wash buffer before resuspending in digitonin wash buffer with pAG-MNase (EpiCypher, 15–1116) at a concentration of 1:20 and nutating at 4 °C for 1 h to allow pAG-MNase and epitope binding. Samples were then washed twice with digitonin wash buffer then once with low-salt rinse buffer (20 mM HEPES pH 7.5, 0.5 mM spermidine, 0.05% digitonin) before resuspending in 200 uL ice-cold incubation buffer (3.5 mM HEPES pH 7.5, 10 mM CaCl_2_, 0.05% digitonin). Samples were then incubated at 0 °C for exactly 30 min to allow MNase cleavage at antibody bound sites, before resuspension in 200 uL STOP buffer (170 mM NaCl, 20 mM EGTA, 0.05% digitonin, 50 ug/mL RNase A, 25 ug/mL glycogen) then incubation at 37 °C for 30 min. The supernatant containing the cleaved chromatin was separated from the ConA beads, DNA was extracted and purified using phenol/chloroform/isoamylalcohol followed by ethanol and glycogen precipitation, purified DNA was resuspended in 0.1% TE buffer (1 mM Tris-HCl pH 8.0, 0.1 mM EDTA). DNA was quantified with a Qubit dsDNA HS Assay Kit and 6 ng or total DNA if less than 6 ng was used as the input for sequencing library preparation.

Libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, E7645), with adapters diluted 1:5 from the supplied concentration. Libraries were quantified on a HS D1000 tape on a 4200 Tapestation (Agilent Technologies) before pooling and sequencing on the Illumina NextSeq platform, with 75 bp paired-end reads.

### CUT&RUN analysis

Adapter trimming of Fastq files was performed using TrimGalore! v0.4.4 with Cutadapt v1.15^61^ and QC carried out using FastQC v0.11.8. Reads were mapped to the GRCm38.p6 version of the mouse reference genome using Bowtie2 v2.3.4.1^62^ and Samtools v1.7^63^. For allele-specific analysis, reads were mapped to the GRCm38 mouse genome reference N-masked for Cast SNPs prepared with SNPsplit v0.3.2^64^. Allele specific bam files were then created, again using SNPsplit v0.3.2^62^. Bam files were imported into SeqMonk v1.47.1, v1.47.2 or v1.48.0^65^. H3K27me3 and H2AK119ub MACS peaks were called from publicly available ChIP-sequencing datasets using the SeqMonk peak caller (settings for 300 bp, *p* < 1 × 10 − 5) (GEO accession number GSE73952^42^, GEO accession number GSE161996), using the input sample as a reference. For analysis of mESCs grown in 2i + LIF medium, three biological replicates each for *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ were merged in Seqmonk. Peak regions identified above were quantitated in our datasets by read count normalised for library size (corrected to largest datastore) and log2 transformed. Peak quantitations were exported from SeqMonk and correlation scatterplots made using GraphPad Prism v9.0.0. CUT&RUN browser tracks were made by quantifying probes over 1000 bp sliding windows normalised for library size, then smoothed over 20 adjacent windows. For samples collected during differentiation, differential peaks were called between *Smchd1*^*wt*^and *Smchd1*^*matΔ*^ libraries at each differentiation timepoint, and between days for each genotype using csaw^44^. Genome browser views were generated in SeqMonk by merging replicate sets (*n* = 3-4 technical replicates of 2 biological replicate mESC lines per track) with probes called over 500 bp sliding windows smoothed over 5 adjacent windows. FPM was calculated for each window, before normalisation against the average of all MACS peaks for that sample, to correct for efficiency of immunoprecipitation. To compare individual *Hox* genes between days, FPKM was calculated over genes ± 10 kb using the feature probe generator pipeline in SeqMonk. FPKM values for each probe were exported and the value of each *Hox* gene was normalised for efficiency of immunoprecipitation to the genome-wide average of MACS called peak heights for each sample. Graphs were generated using GraphPad Prism v9.0.0. *P*-values were generated with unpaired, two-tailed t-tests, corrected with the Benjamini-Hochberg method^66^.

### RNA-sequencing

RNA-sequencing was carried out on tailbud tissue, 2i mESCs and differentiating cells by first extracting RNA using a Quick-RNA Miniprep Kit (Zymo) with DNase I treatment according to the manufacturer’s instructions. 100 ng total RNA (or less if <100 ng was yielded from tailbud tissue) was used to prepare libraries using either a TruSeq RNA Library Prep Kit v2 (Illumina) or a TruSeq Stranded mRNA kit (Illumina) according to the manufacturer’s instructions. Libraries were size-selected for 200–600 bp and primer dimers cleaned up using Ampure XP beads (Beckman Coulter Life Sciences) and were quantified using a D1000 tape on a 4200 Tapestation (Agilent Technologies). Libraries were then pooled and sequenced on the Illumina NextSeq platform, with 75 bp single-end reads, except for 2i mESC RNA-seq libraries which had paired-end sequencing.

### RNA-sequencing analysis

For tailbud, mESC and NMP differentiation RNA-seq, adapter trimming of Fastq files was performed using TrimGalore! v0.4.4 with Cutadapt v1.15^61^ then QC was carried out using FastQC v0.11.8. Reads were mapped to the GRCm38.p6 version of the mouse reference genome using hisat2 v2.0.5^62^ and Samtools v1.7^63^. Bam files were imported into SeqMonk v1.47.1, v1.47.2 or v1.48.0^64^. Libraries were quantified using Seqmonk’s RNA-seq quantitation pipeline, correcting for total library size and transcript length to generate log2 RPKM values. Differences in *Hox* gene expression were quantified by subtracting *Smchd1*^*wt*^ from *Smchd1*^*matΔ*^ log2 RPKM counts. Heatmaps were generated using GraphPad Prism v9.0.0. Differential gene expression analysis was carried out using the inbuilt edgeR analysis package^65,67^ SeqMonk.

For E2.5 male embryo RNA-seq, data was obtained from and analysed as per^7^. Read were trimmed using TrimGalore v0.4.4 and mapped using hisat2 v2.0.5 to an N-masked version the GRCm38 mouse reference genome for Cast SNPs, made with SNPsplit v0.3.2^68^, in paired-end mode and disabling soft-clipping. Gene counts were obtained from bam files in R v3.5.1^69^ with the featureCounts function from the Rsubread package v1.32.1^70,71^ provided with the GRCm38.90 GTF annotation downloaded from Ensembl, ignoring multi-mapping or multi-overlapping reads. Gene counts were normalized in edgeR v3.24.0^65,67^ with the TMM method^72^. Differential gene expression between the *Smchd1* maternally deleted and wildtype embryos was performed using the glmFit and glmLRT functions^73,74^. *P*-values were corrected with the Benjamini-Hochberg method^66^.

### Reduced representation bisulfite sequencing

Cells were harvested at days 2 and 2.5 of differentiation by dissociation with Accutase (Sigma-Aldrich) for 5 min at 37 °C, washing with mESC wash media [KnockOut DMEM (Life Technologies), 10% KnockOut Serum Replacement (Life Technologies), 100 IU/mL penicillin/100 μg/mL streptomycin (Life Technologies)] then pelleting at 500 g for 5 min. Supernatant was removed and the cell pellet was frozen at −80 °C until extraction. DNA was extracted using a Quick-DNA Miniprep kit, cleaned using a Zymo research DNA Clean and concentrator-5 kit then quantified with a Qubit dsDNA assay kit (Thermo Fisher Scientific Q32853). 100 ng DNA was used as the input for library preparation with the NuGEN Ovation RRBS methyl-seq system (Integrated sciences). Bisulfite conversion was carried out using a QIAGEN EpiTect Fast DNA Bisulfite Kit. Libraries were quantified using a D5000 tape on TapeStation 2200 (Agilent Technologies). Samples were sequenced on the Illumina NextSeq platform using 75 bp single-end reads.

### DNA methylation analysis

For Reduced Representation Bisulfite Sequencing (RRBS), adapter trimming of Fastq files was performed using TrimGalore! v0.4.4 with Cutadapt v1.15^61^ then trimming of the diversity bases introduced by library preparation with the NuGEN Ovation RRBS methyl-seq kit was carried out using the trimRRBSdiversityAdaptCustomers.py script provided by NuGEN^75^. Reads were mapped to the GRCm38.p6 version of the mouse reference genome using Bismark v0.20.0^76^ and methylation calls were extracted using Bismark’s bismark_methylation_extractor function. Bismark.cov files were opened in Seqmonk and % methylation was calculated using Seqmonk’s Bisulphite methylation over features pipeline, filtering probes with over 10 reads for all libraries. % methylation files were exported and graphs were generated using GraphPad Prism v9.0.0. *P*-values were corrected with the Benjamini-Hochberg method^66^. Whole Genome Bisulfite Sequencing (WGBS) data from E2.75 male and female *Smchd1*^*wt*^ and *Smchd1*^*matΔ*^ embryos (*n* = 6 *Smchd1*^*wt*^ females, *n* = 5 *Smchd1*^*wt*^ males, *n* = 4 *Smchd1*^*matΔ*^ females, *n* = 8 *Smchd1*^*matΔ*^ males) was obtained from^7,45^ (BioProject accession PRJNA530651 for male data^45^, GEO accession number GSE186315 for female data). Reads from male and female embryos of each genotype were added and Bismark files were generated and analysed for % DNA methylation over the *Hox* clusters as described above for RRBS data. *P*-values were generated with unpaired, two-tailed t-tests, corrected with the Benjamini-Hochberg method^66^.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. No data were excluded from analyses. The experiments were not randomized. Investigators were blinded to allocation during experiments and outcome assessment for the skeletal scoring. All experiments were replicated at least twice but usually at least three times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

All genomic data is available on the Gene Expression Omnibus under number GSE183740. Source data associated with each graph are provided in the Supplementary Data.

# Supplementary material for: Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo
**Source:** Nat Commun. 2022 Jul 25;13:4295. doi: 10.1038/s41467-022-32057-x
**Supplement:** Supplementary file 1 — Supplementary Information

# Maternal SMCHD1 regulates *Hox* gene expression and patterning in the mouse embryo

Natalia Benetti<sup>1,2</sup>, Quentin Gouil<sup>1,2</sup>, Andres Tapia del Fierro<sup>1,2</sup>, Tamara Beck<sup>1</sup>, Kelsey Breslin<sup>1</sup>, Andrew Keniry<sup>1,2</sup>, Edwina McGlinn<sup>3,4\*</sup> and Marnie E. Blewitt<sup>1,2\*</sup>

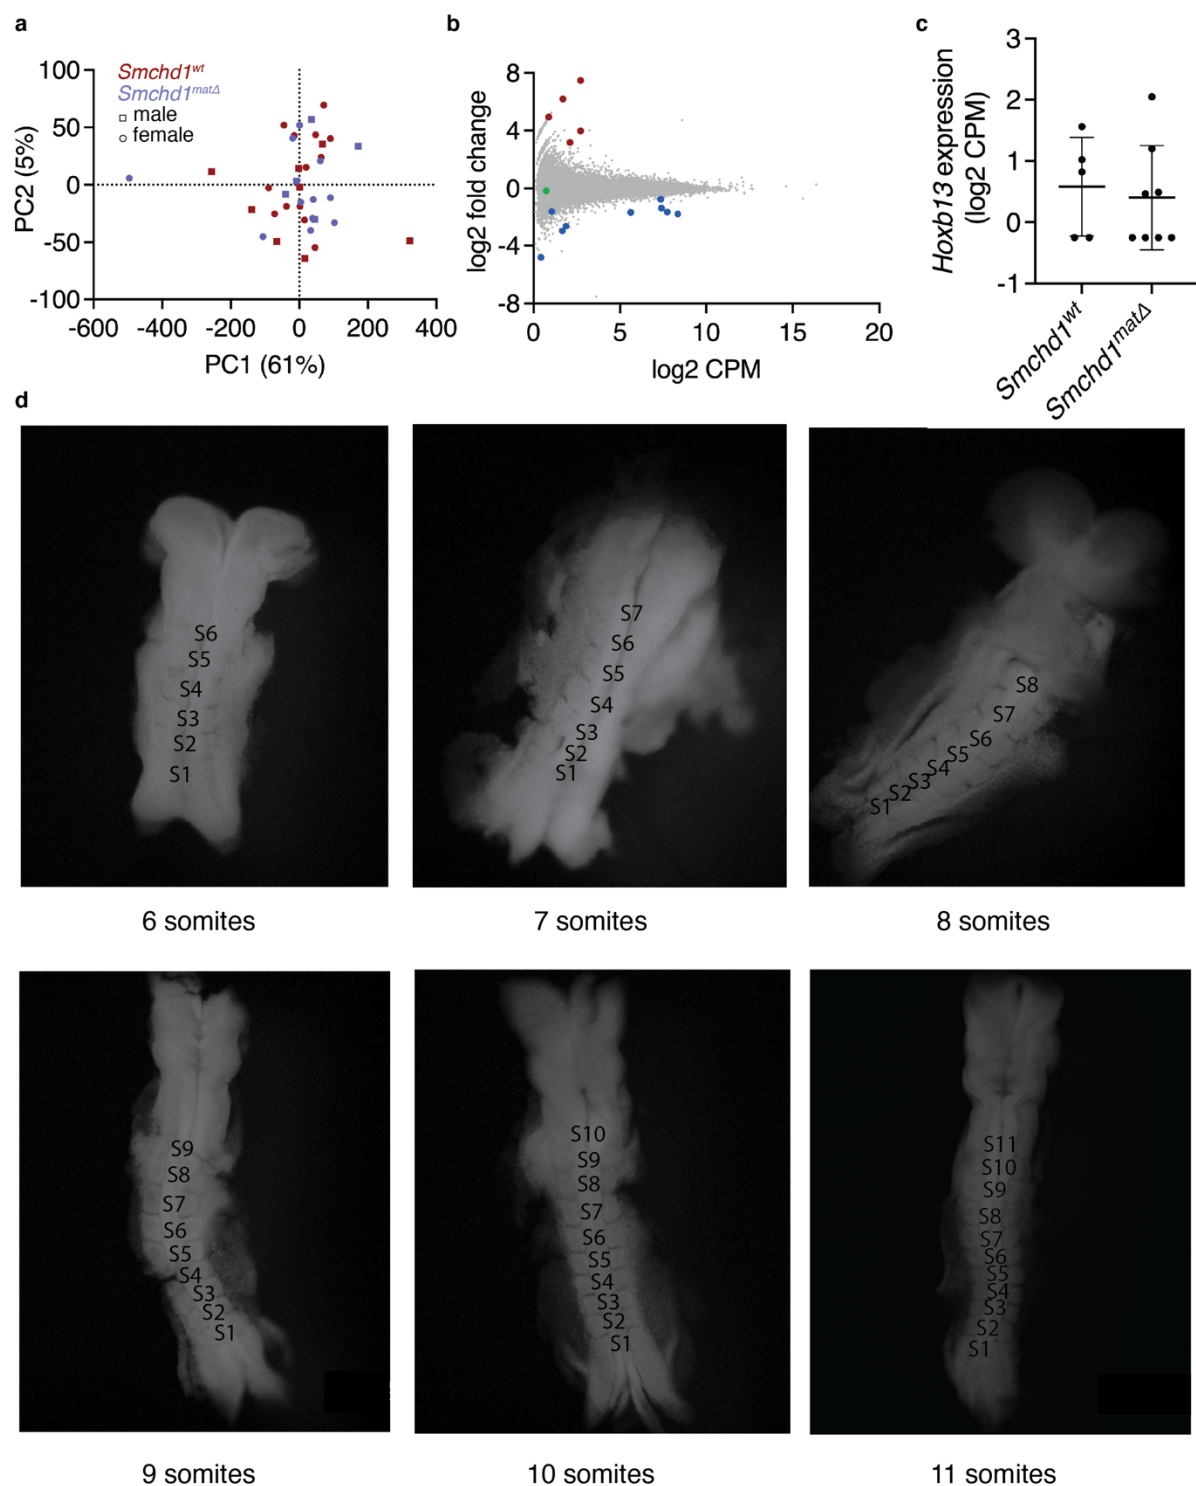

**Supplementary Figure 1. RNA-seq expression analysis in embryos.** **a.** Principal Component analysis (PCA) of all RNA-seq samples from E8.0-8.5 tailbud. Red squares represent control *Smchd1<sup>wt</sup>* males, red circles represent *Smchd1<sup>wt</sup>* females, purple squares represent *Smchd1<sup>matΔ</sup>* males, purple circles represent *Smchd1<sup>matΔ</sup>* females. **b.** MA plot of differential expression in *Smchd1<sup>matΔ</sup>* males compared with *Smchd1<sup>wt</sup>* E2.75 embryos, from data published in <sup>7</sup>. The x-axis shows log counts per million (CPM), while the y-axis is the log2 fold change between the *Smchd1<sup>matΔ</sup>* and control embryos. Significantly

differentially expressed genes are shown in red (upregulated) and blue (downregulated). *Hoxb13* is the only detectable *Hox* gene and is shown in green. Source data are provided in Supplementary Data 1. **c.** *Hoxb13* expression in logCPM in E2.75 male embryos from (b), mean plotted with SD (n=5 and 8 individual embryos for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> respectively). **d.** Representative dorsal-view images of E8.0-8.5 embryos at each somite stage after tailbud dissection. Note the ventral view of the 8 somite embryo is shown.

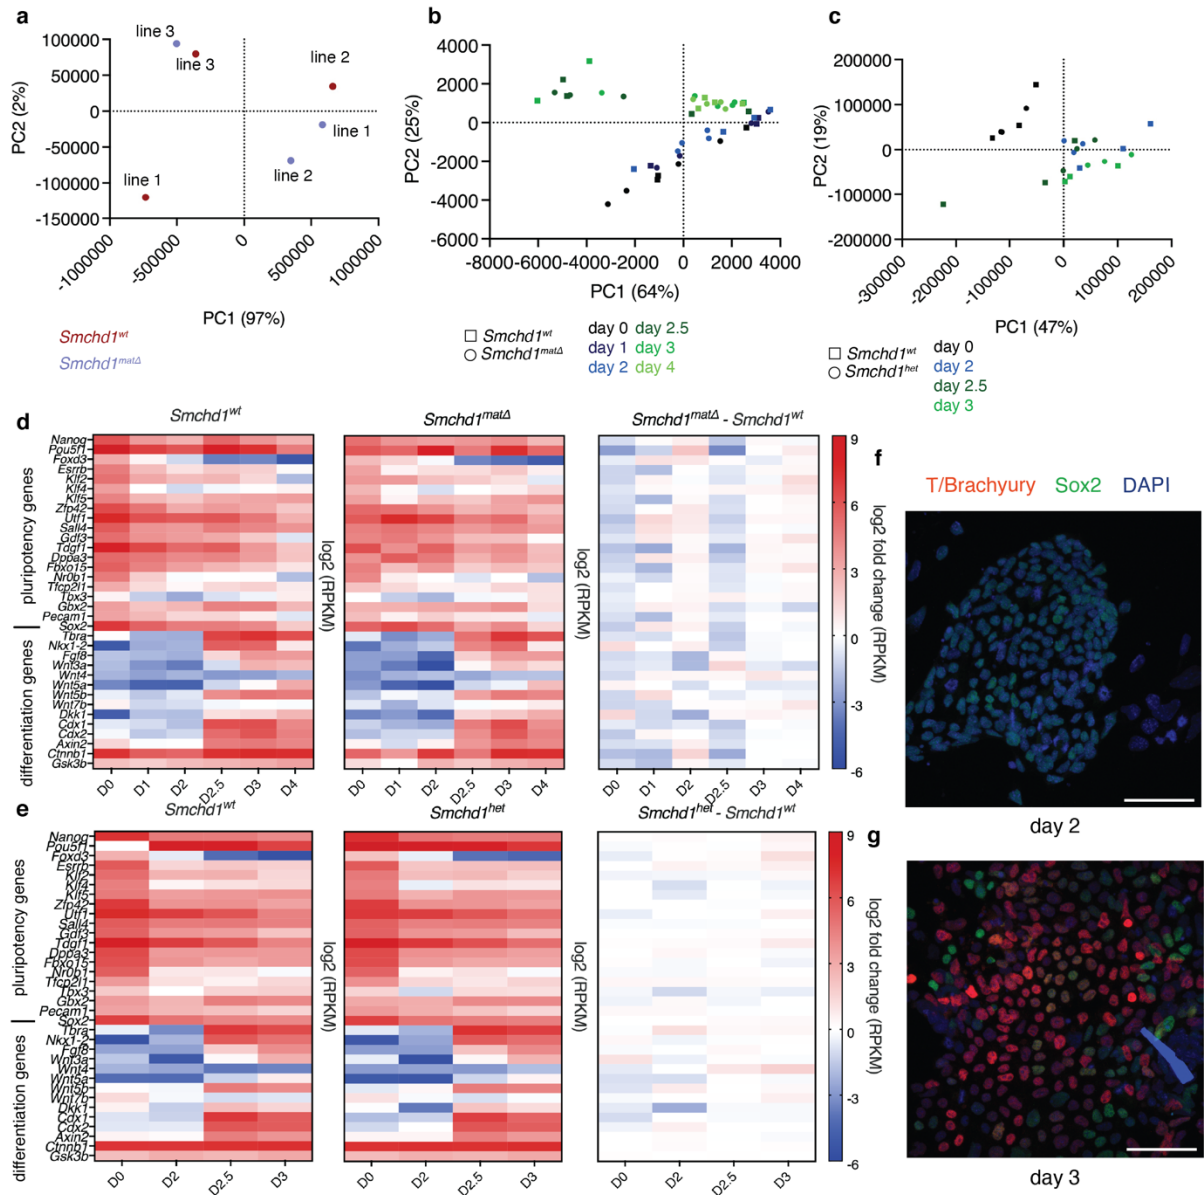

**Supplementary Figure 2. Analysis of expression of differentiation factors for differentiating *Smchd1*<sup>wt</sup>, *Smchd1*<sup>matΔ</sup> and *Smchd1*<sup>het</sup> male mESC.** **a.** PCA plot for RNA-seq performed on *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> male mESC maintained in 2i+LIF medium. n=3 independent mESC lines per genotype. **b.** PCA plot for RNA-seq time course from day 0 to day 4 of differentiation as shown in Figure 3a. n=4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*<sup>wt</sup> day 1 and *Smchd1*<sup>matΔ</sup> days 0 and 2.5 where n=3 from technical replicates of two independent mESC lines. **c.** As in (b) but for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>het</sup> male mESC generated from the reciprocal of the maternal deletion cross. n=3 independent mESC lines per genotype. **d.** Heatmaps of average RPKM of differentiation and pluripotency factor gene expression, in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> samples, and the average log<sub>2</sub> fold change between these two genotypes. Differentiation and pluripotency factor list compiled from <sup>40, 55, 56</sup>. Source data is provided in Supplementary Data 3. **e.** As in (d) but for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>het</sup> samples.

*Smchd1*<sup>wt</sup> and *Smchd1*<sup>het</sup> male mESC generated from the reciprocal of the maternal deletion cross as shown in Figure 1c. Source data are provided in Supplementary Data 4. **f-g.** Immunofluorescence (IF) images of Sox2 and T/Brachyury at days 2 (f) and 3 (g) of differentiation, representative of IF experiments from n=2 of the differentiation experiments from independent mESC lines, each for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup>. Scale bar is 50 μm.

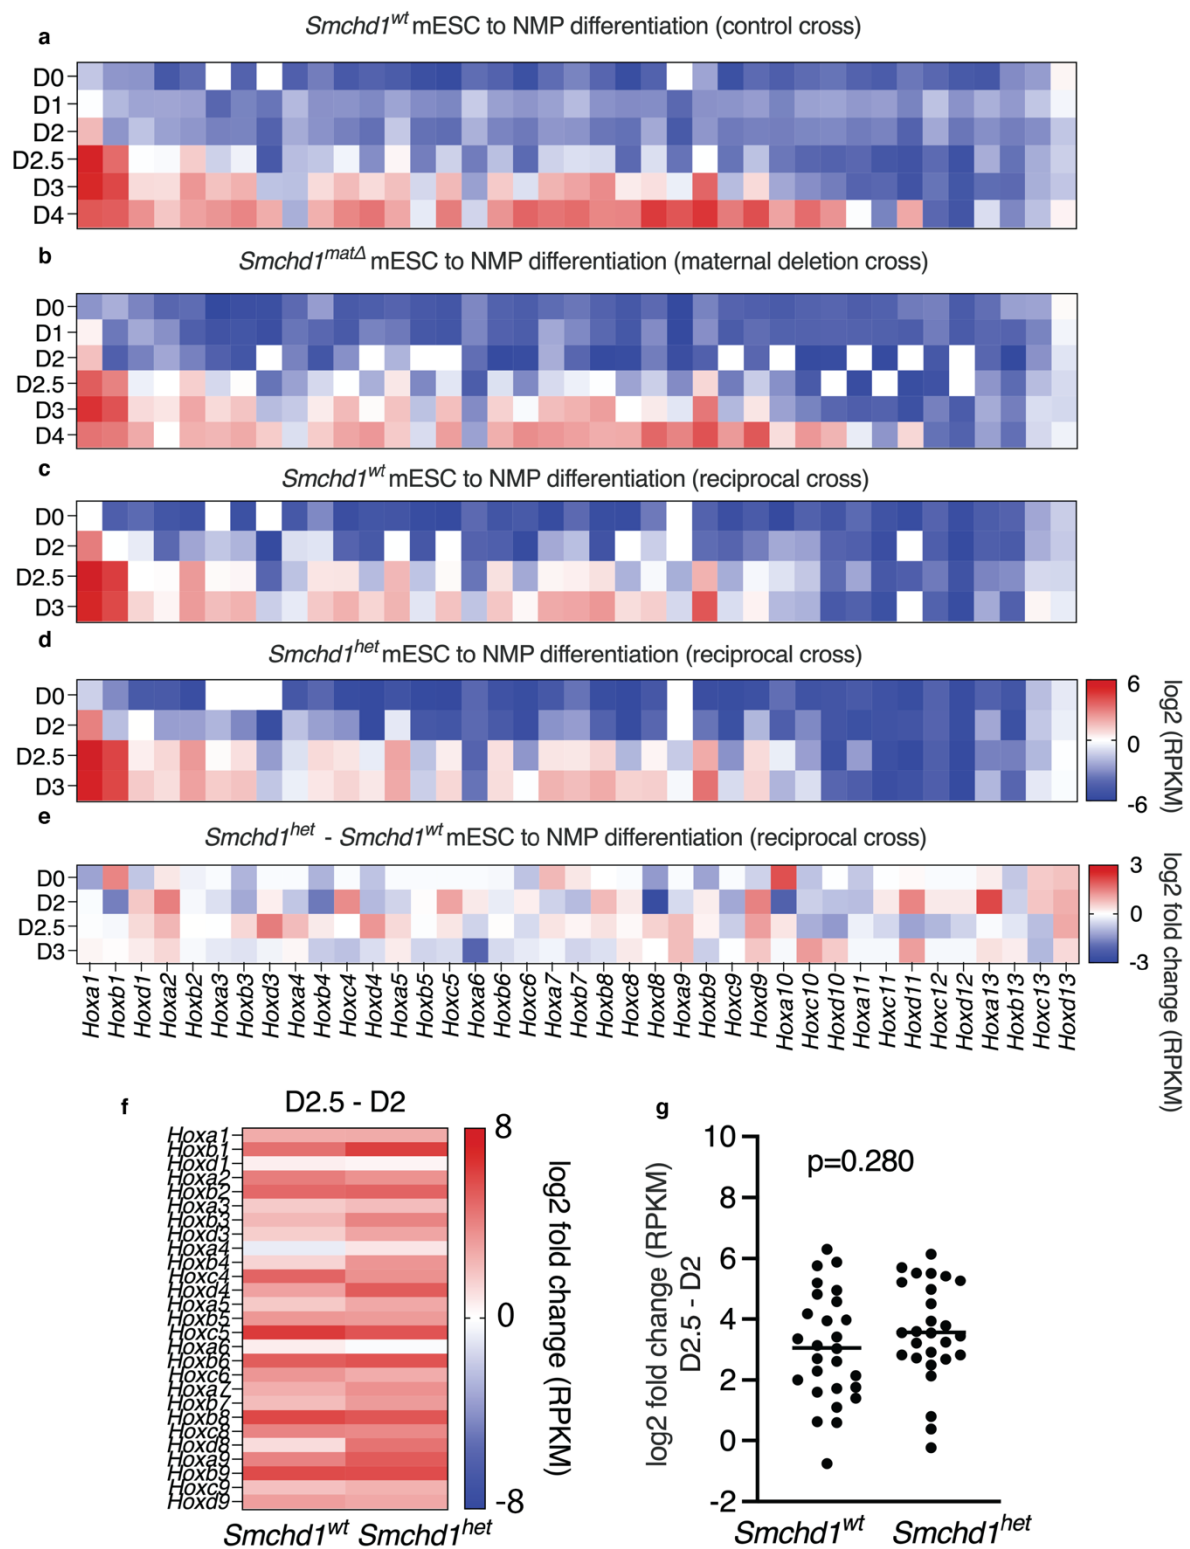

**Supplementary Figure 3. Expression analysis for differentiating *Smchd1*<sup>wt</sup>, *Smchd1*<sup>matΔ</sup> and *Smchd1*<sup>het</sup> male mESC.** **a,b.** Heatmaps of average log<sub>2</sub> RPKM values over all Hox genes during the RNA-seq time course from day 0 to day 4 of differentiation as shown in Figure 3a. n=4 from two

technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*<sup>wt</sup> day 1 and *Smchd1*<sup>matΔ</sup> days 0 and 2.5 where n=3 from technical replicates of two independent mESC lines, shown for *Smchd1*<sup>wt</sup> (a) and *Smchd1*<sup>matΔ</sup> (b) mESCs generated from the control and maternal deletion crosses as shown in Figure 1a-b respectively. **c, d.** As in (a) but for *Smchd1*<sup>wt</sup> (c) and *Smchd1*<sup>het</sup> (d) mESCs generated from the reciprocal of the maternal deletion cross as shown in Figure 1c. n=3 independent mESC lines per genotype, sampled at days 0, 2, 2.5 and 3 of differentiation. **e.** Heatmaps of the average log2 fold change of Hox genes between *Smchd1*<sup>wt</sup> (c) and *Smchd1*<sup>het</sup> samples. **f.** Heatmap of the average log2 fold change of *Hox* gene expression between the day 2.5 and day 2 samples, for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>het</sup> samples. **g.** The log2 fold change for the *Hox1-9* genes between day 2.5 and day 2 of differentiation, for the average of the replicates for each genotype (Student's t-test, two-tailed, equal variance). Source data are provided in Supplementary Data 3 and 4.

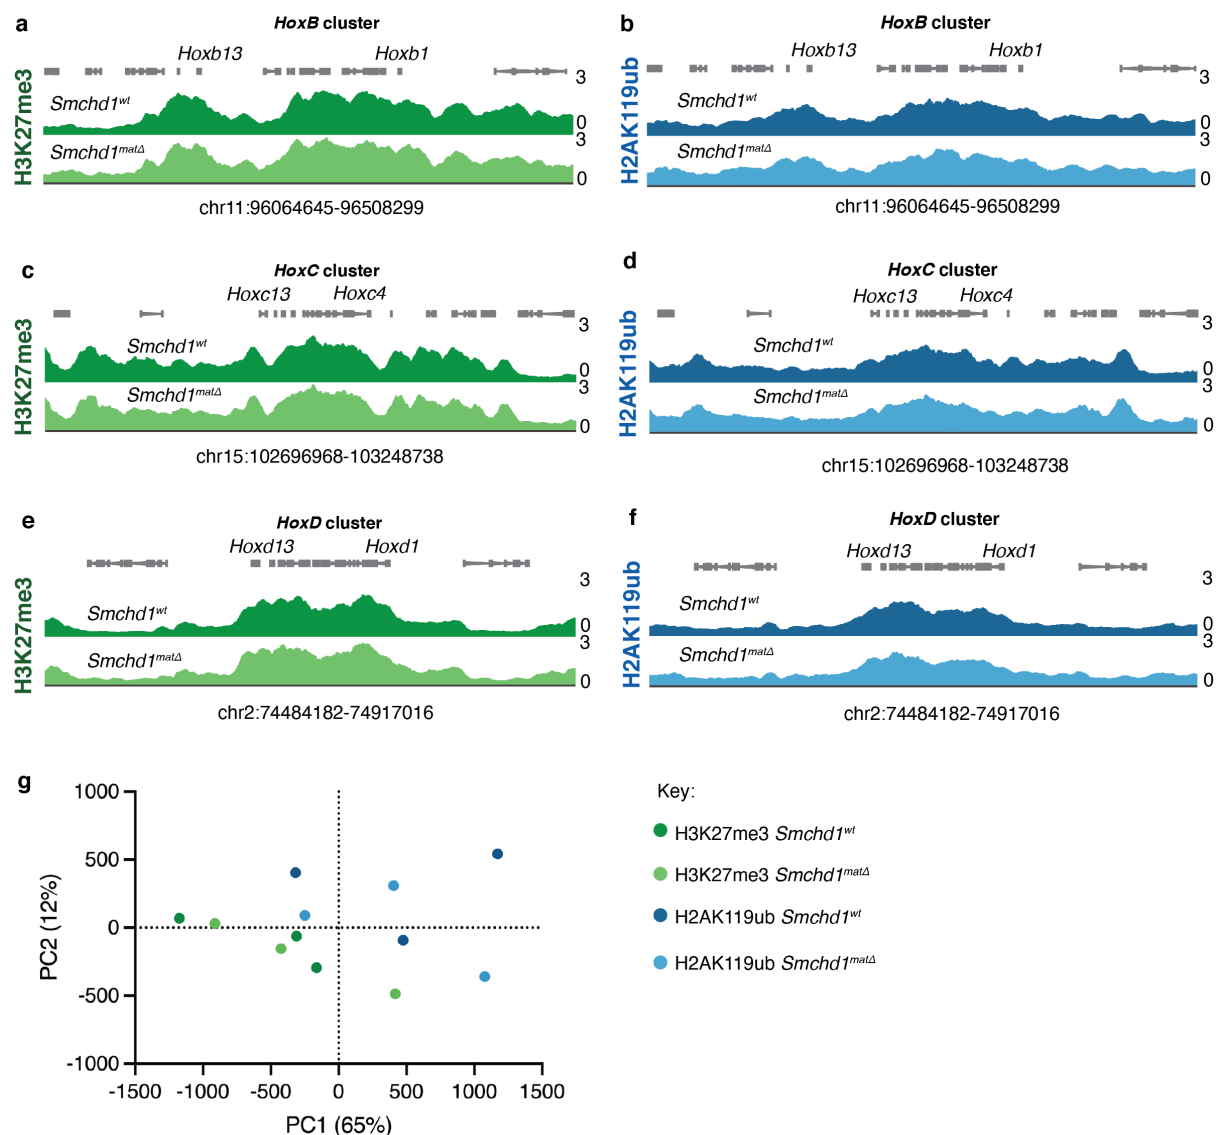

**Supplementary Figure 4. H3K27me3 and H2AK119ub coverage over Hox clusters in 2i + LIF mESCs. a, c, e.** H3K27me3 CUT&RUN in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> ESCs cultured in 2i+LIF medium over the *HoxB* (a), *HoxC* (c) and *HoxD* (e) clusters as marked. n=3 independent mESC lines per genotype, the average of which is shown. Genes are shown in grey above the CUT&RUN enrichment tracks and genome coordinates are shown below. Green indicates H3K27me3, dark green for *Smchd1*<sup>wt</sup> and light green for *Smchd1*<sup>matΔ</sup>. Y-axis is FPM. **b,d,f.** as in (a, c, e) but for H2AK119ub. Blue represents H2AK119ub, dark blue for *Smchd1*<sup>wt</sup> and light blue for *Smchd1*<sup>matΔ</sup>. **g.** PCA plot for H3K27me3 and H2AK119ub CUT&RUN in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> mESCs after quantification of 10kb probes sliding by 10kb windows genome-wide, corrected for total read count (FPM). Source data are provided in Supplementary Data 5.

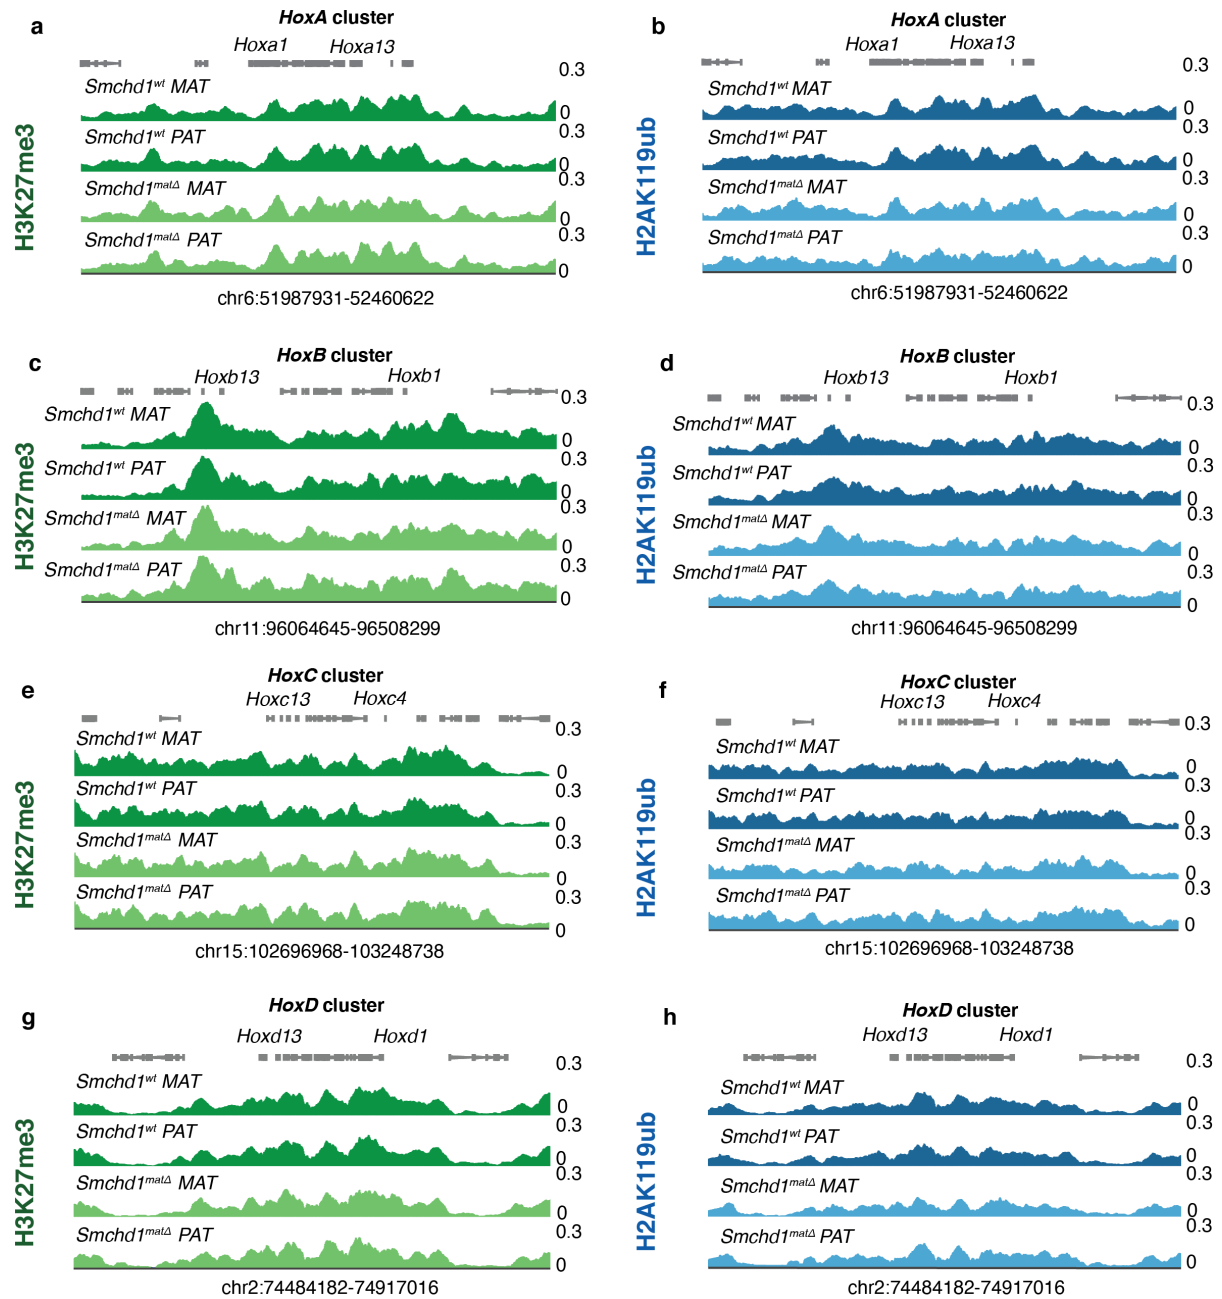

**Supplementary Figure 5. H3K27me3 and H2AK119ub over the maternal and paternal allele of each *Hox* cluster.** **a, c, e, g.** CUT&RUN analysis of H3K27me3 over each *Hox* cluster in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> ESCs cultured in 2i+LIF medium, where the reads have been split based on SNPs between the C57BL/6 maternal (MAT) and Cast paternal (PAT) genomes. n=3 independent mESC lines per genotype, the average of which is shown. Genes are shown in grey above the CUT&RUN enrichment tracks, genome coordinates are shown below. Green indicates H3K27me3, dark green for *Smchd1*<sup>wt</sup> and light green for *Smchd1*<sup>matΔ</sup>. Note the read counts are significantly lower than for Figure 4 as reads without an informative SNP are removed. Y-axis is FPM. **b, d, f, h.** as in **a**, but for H2AK119ub. Blue represents H2AK119ub, dark blue for *Smchd1*<sup>wt</sup> and light blue for *Smchd1*<sup>matΔ</sup>. Source data are provided in Supplementary Data 5.

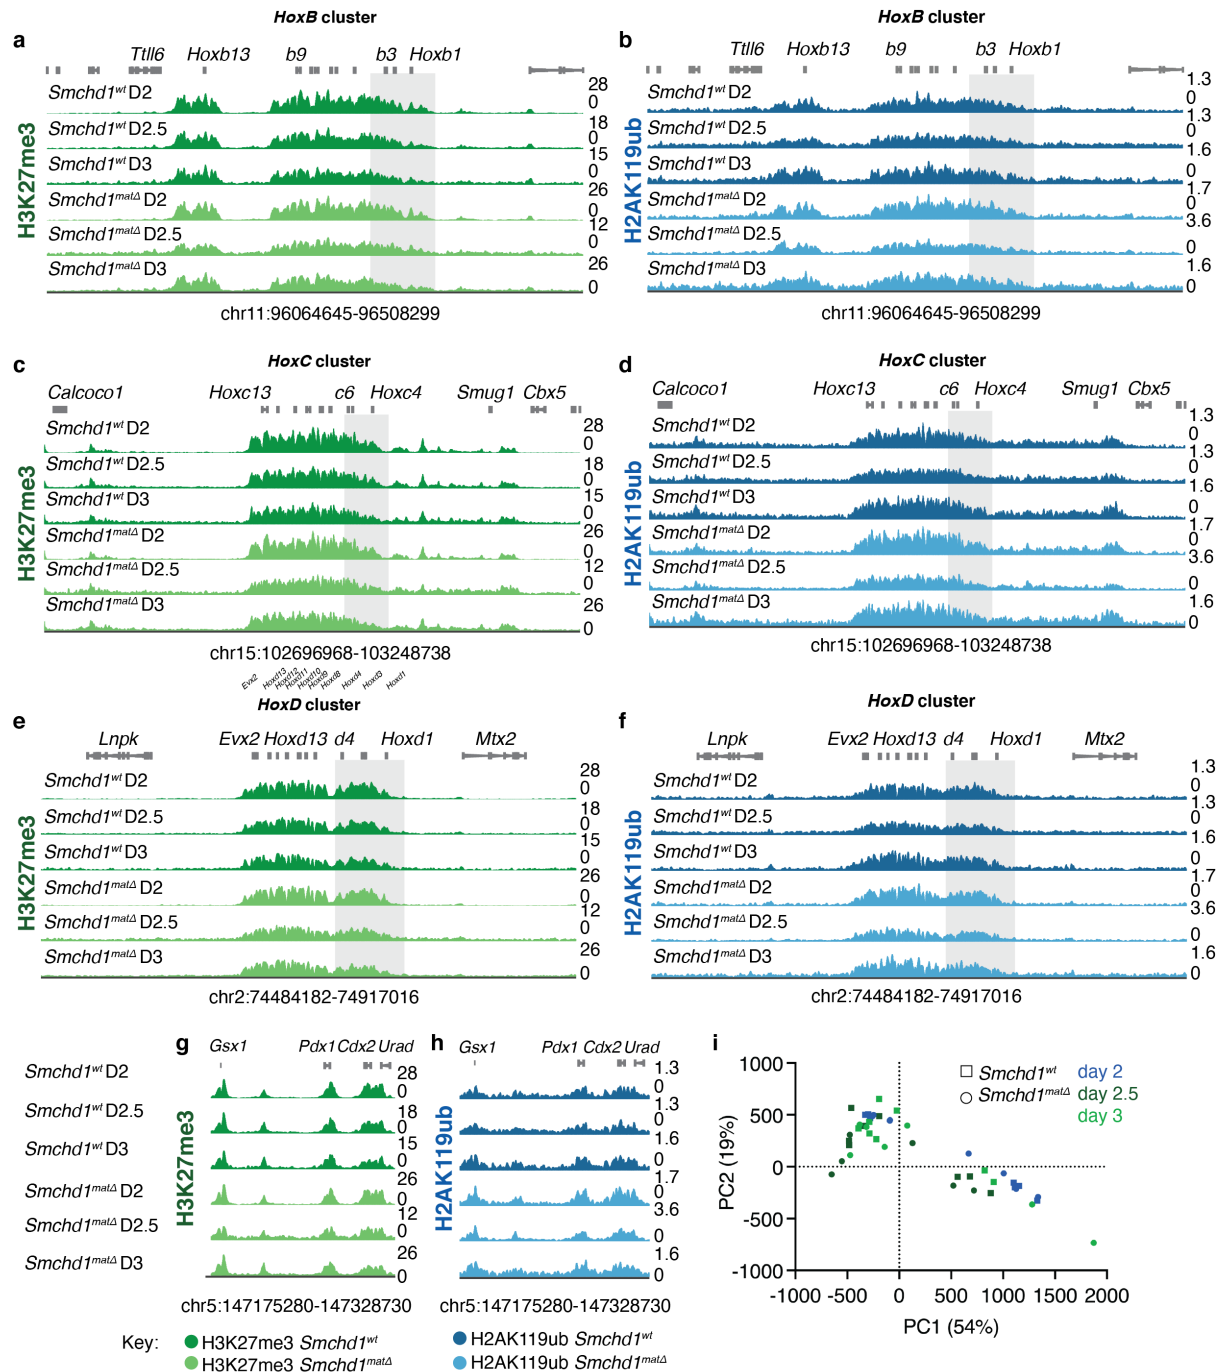

**Supplementary Figure 6. H3K27me3 and H2AK119ub coverage over Hox clusters in differentiating mESCs.** **a, c, e** H3K27me3 CUT&RUN in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> ESCs collected at days 2, 2.5 and 3 of differentiation over the *HoxB* (**a**), *HoxC* (**c**) and *HoxD* (**e**) clusters as marked. n=4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*<sup>matΔ</sup> days 2.5 and 3 where n=3 from technical replicates of two independent mESC lines, the average for which is shown. Genes are shown in grey above the CUT&RUN enrichment tracks and genome coordinates are shown below. Green indicates H3K27me3, dark green for *Smchd1*<sup>wt</sup> and light green for *Smchd1*<sup>matΔ</sup>. **b, d, f.** as in (**a, c, e**) but for H2AK119ub. n=4 from two technical replicates of two mESC lines derived from separate blastocysts for all days except *Smchd1*<sup>wt</sup> day 2 and *Smchd1*<sup>matΔ</sup>

day 2.5 where n=3 from technical replicates of two independent mESC lines, the average for which is shown. Blue represents H2AK119ub, dark blue for *Smchd1*<sup>wt</sup> and light blue for *Smchd1*<sup>matΔ</sup>. **g.** as in (a) but for genome browser tracks showing *Pdx1* and *Cdx2* for H3K27me3 CUT&RUN as example tracks of a genomic region outside *Hox*. **h.** as in (g) but for H2AK119ub. **i.** PCA plot for H3K27me3 and H2AK119ub CUT&RUN in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> samples collected at days 2, 2.5 and 3 during differentiation, after quantification of 10kb probes sliding by 10kb windows genome-wide, corrected for total read count (FPM). Source data are provided in Supplementary Data 6.

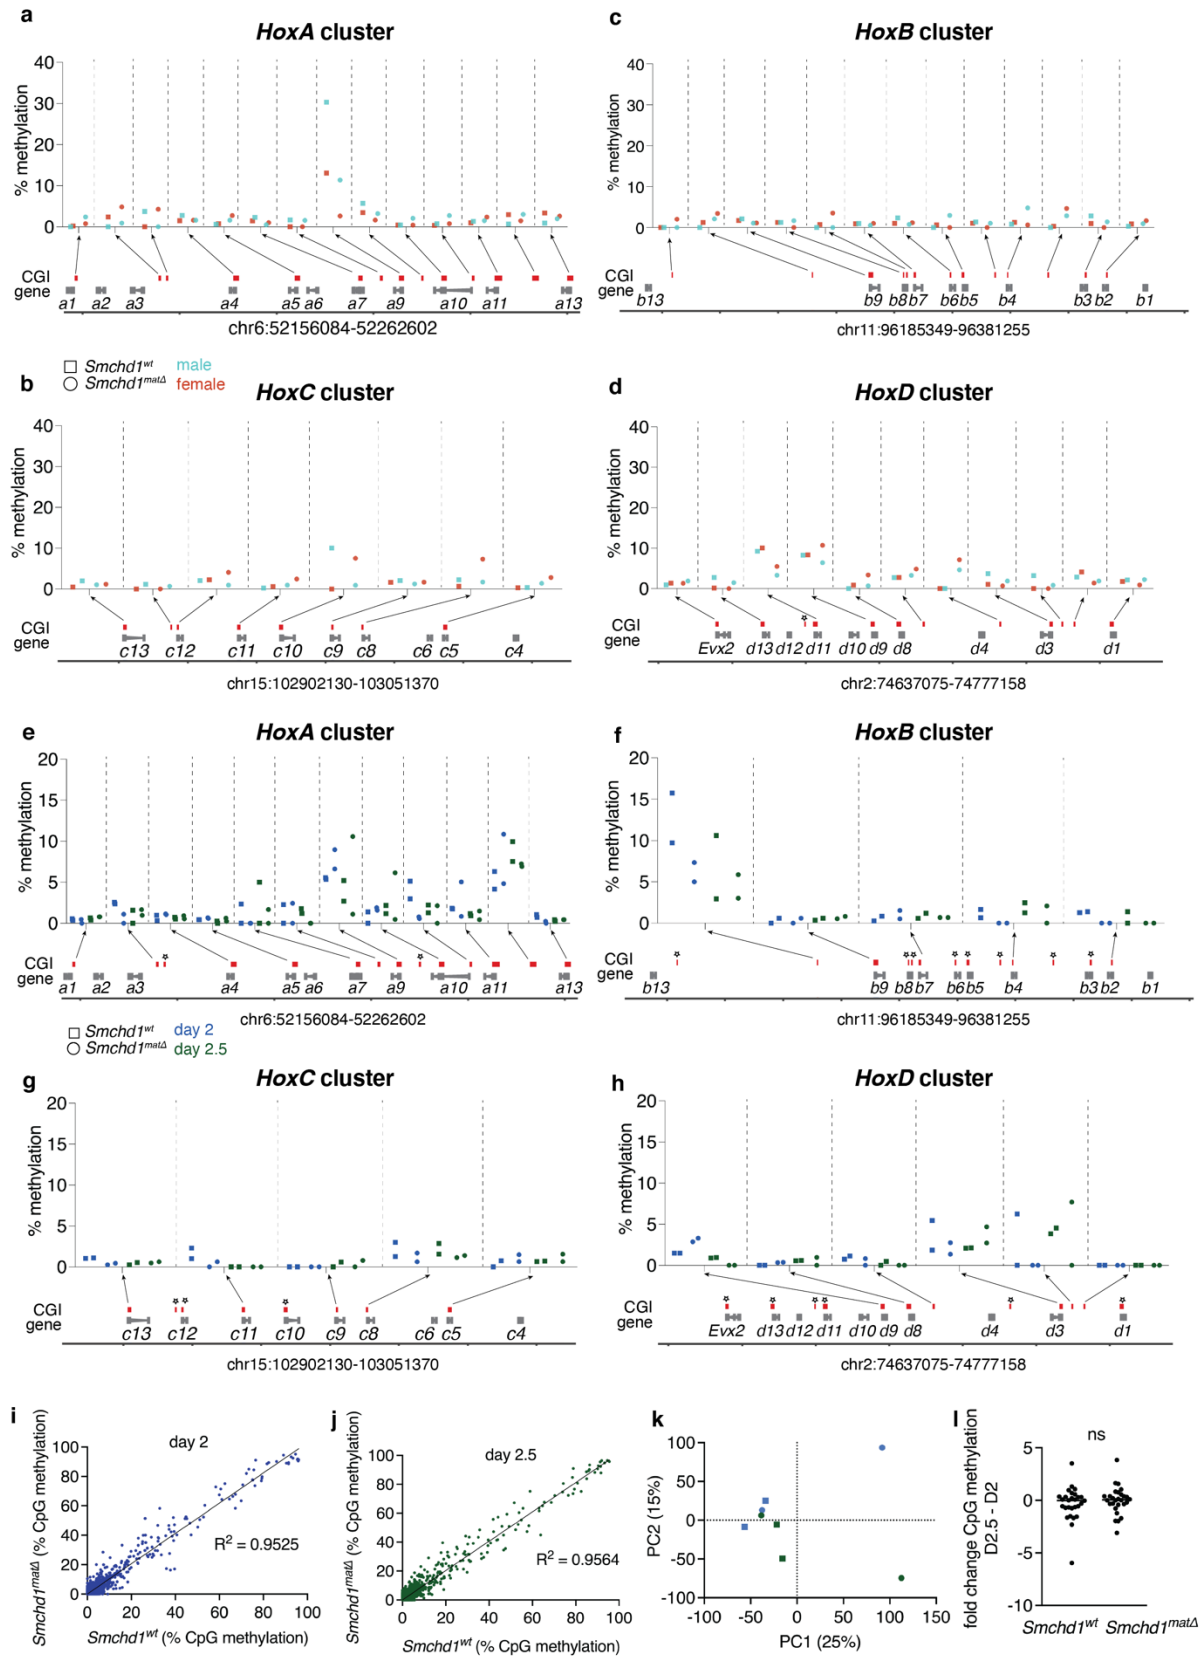

**Supplementary Figure 7. DNA methylation of CpG islands is unchanged in *Smchd1* maternal null E2.75 embryos and differentiating mESCs.** a-d. % DNA methylation levels from whole genome bisulfite sequencing data of *Smchd1*<sup>wt</sup> (circles) and *Smchd1*<sup>matΔ</sup> (squares) E2.75 embryos at CpG islands over Hoxa (a), Hoxb (b), Hoxc (c) and Hoxd (d) clusters from <sup>7,45</sup>. Each datapoint displays the complied

reads of n=6 *Smchd1*<sup>wt</sup> females, n=5 *Smchd1*<sup>wt</sup> males, n=4 *Smchd1*<sup>matΔ</sup> females and n=8 *Smchd1*<sup>matΔ</sup> male E2.75 embryos deleted with MMTV-Cre. Male embryos are shown in light blue, females in red. Genomic coordinates, genes in grey and CpG islands in red are shown below the % methylation graphs. Stars indicate no coverage over that CpG island. **e-h.** As in a-d but for reduced representation bisulfite sequencing data of *Smchd1*<sup>wt</sup> (circles) and *Smchd1*<sup>matΔ</sup> (squares) differentiating mESCs at days 2 (blue) and 2.5 (green) of differentiation. n=2 biological replicates per genotype and timepoint. **i.** Scatterplot showing overall low % methylation over CpG islands genome-wide in *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> samples at day 2 (blue) of differentiation. The Pearson coefficient indicates very high correlation between the two genotypes ( $R^2 = 0.9525$ ). **j.** as in (i) but for day 2.5 (green) of differentiation ( $R^2 = 0.9564$ ). **k.** PCA plot for *Smchd1*<sup>wt</sup> (circles) and *Smchd1*<sup>matΔ</sup> (squares) bismark files at day 2 (blue) and 2.5 (green) of differentiation. **l.** Fold change in % DNA methylation at CpG islands surrounding *Hox1-9* genes between day 2 and day 2.5 each for *Smchd1*<sup>wt</sup> and *Smchd1*<sup>matΔ</sup> samples. Source data are provided in Supplementary Data 7.

# Supplementary material for: Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo
**Source:** Nat Commun. 2022 Jul 25;13:4295. doi: 10.1038/s41467-022-32057-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Source data for full skeletal scoring data, including comparison of skeletal phenotype in males and females.

File Name: Supplementary Data 2

Description: Raw read count over all genes, Log2 RPKM read counts for *Hox* genes, differential gene expression summary for tailbud samples for merged replicate sets, and replicates separately as Source data.

File Name: Supplementary Data 3

Description: Raw read count over all genes, Log2 RPKM read counts for *Hox* genes and pluripotency/differentiation factors for merged replicate sets, and replicates separately for differentiated cells from the control and maternal deletion crosses as Source data.

File Name: Supplementary Data 4

Description: Raw read count over all genes, Log2 RPKM read counts for *Hox* genes and pluripotency/differentiation factors for merged replicates, and replicates separately for differentiated cells from the reciprocal cross as Source data.

File Name: Supplementary Data 5

Description: Raw read count over all genes, Log2 FPKM reads over MACS2 peaks from published datasets for merged 2i + LIF CUT&RUN replicate sets, and replicates separately as Source data.

File Name: Supplementary Data 6

Description: FPKM reads over all genes, FPKM over MACS2 peaks called genome wide, FPKM reads over all genes normalised to FPKM over MACS2 peaks for merged CUT&RUN differentiation replicate sets, and replicates separately as Source data.

File Name: Supplementary Data 7

Description: % methylation over CpG islands genome-wide and over *Hox* genes for E2.75 embryo and mESC differentiation data. Male and female embryos merged for embryo data, replicate sets and replicates separately for differentiation data as Source data.

# Supplementary material for: Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo
**Source:** Nat Commun. 2022 Jul 25;13:4295. doi: 10.1038/s41467-022-32057-x
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Seqmonk v1.47.1, v1.47.2 or v1.48.0 was used to visualise and perform statistical analysis on all RNAseq and CUT&RUN datasets. SNPsplit\_ v0.3.2 was used to process allele specific RNA-seq and CUT&RUN. Hisat2 v2.0.5 was used to map RNA-seq. Bowtie2 v2.3.4.1 and Samtools v1.7 were used to map the CUT&RUN data. csaw v1.24.3 was used to call differential peaks in CUT&RUN data. trimRRBSdiversityAdaptCustomers.py script provided by NuGEN was used to trim the diversity bases introduced by library preparation with the NuGEN Ovation RRBS methyl-seq kit. Bismark v0.20.0 was used to map WGBS and RRBS reads. Cutadapt v1.15 and TrimGalore v0.4.4 were used to trim adapter sequences for CUT&RUN and RNA-seq datasets. FastQC v0.11.8 was used for QC of CUT&RUN and RNA-seq datasets. Graphpad Prism 9.0.0 was used to perform statistical analyses and graph results. The edgeR package inbuilt in Seqmonk was used for all differential expression analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All genomics data can be found in the Gene Expression Omnibus, under GSE183740. Raw data is associated with all figures and provided in the supplementary datasets. A data availability statement is included in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform any statistical analysis method to determine sample size. Rather, the majority of experiments were performed on $n \geq 3$ , to ensure reproducibility between replicates while being affordable given the genomic data being produced. Some genomic data is provided as $n = 2$ because of the difficulty in collecting somite-matched embryos of the necessary genotypes, or the large expense of performing RRBS. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All experiments were replicated at least twice, with most replicated in excess of three times. No experiments were unreplicated or unable to be reproduced.                                                                                                                                                                                                                                                                             |
| Randomization   | It was not appropriate to randomise samples in our study design as we wished to test the difference between Smchd1 maternal null and control samples.                                                                                                                                                                                                                                                                                   |
| Blinding        | Blinding was performed for scoring skeletons. Blinding was not performed for genomic experiments as all samples are processed identically and so blinding was deemed unnecessary.                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-H3K27me3 Cell Signalling technologies, C36B11 cat#9733, lot 14  
 anti-H2AK119ub Cell Signalling Technologies, D27C40 cat# 8240, lot 8  
 anti-Sox2 ThermoFisher Scientific, cat #14-9811-82, lot 2213316 clone BTJCE  
 anti-T/Brachyury Abcam, #ab209665, lot GR326840-6  
 goat anti-rabbit 647 ThermoFisher Scientific cat #A21244  
 goat anti-rat 568 ThermoFisher Scientific cat #A11077  
 anti-DIG Roche, cat# 11093274910, lot 16646821

## Validation

All antibodies have validation data available from the supplier websites for the methods we used the antibodies for in our experiments i.e. anti-H3K27me3 and anti-H2AK119ub have ChIPseq data (related to CUT&RUN) provided by Cell Signalling technologies, anti-Sox2 has immunofluorescence data provided by ThermoFisher Scientific, Abcam provides immunofluorescence data for anti-T/Brachyury.

We additionally validated that each of these primary antibodies behaved as expected in our controls for the experiment, in terms of providing the IF or CUT&RUN signal expected in the mESC differentiation and in the undifferentiated mESC.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

mESCs derived from E3.5 embryos from C57BL/6 Smchd1fl/fl Zp3-Cre T/+ females x Cast males (maternal deletion)  
 mESCs derived from E3.5 embryos from C57BL/6 Smchd1fl/fl Zp3-Cre +/- females x Cast males (control)  
 mESCs derived from E3.5 embryos from Cast females x C57BL/6 Smchd1 del/fl MMTV-Cre T/+ males (reciprocal cross)

## Authentication

These cell lines were authenticated based on control samples behaving as expected and deletion of exon 4 of C57BL/6 Smchd1 in the maternal deletion samples.

## Mycoplasma contamination

All cell lines were derived fresh for this study, often multiple times, and therefore were not at risk of mycoplasma. They were therefore not tested for such.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Smchd1 del/fl MMTV-Cre mouse strain which is kept on a C57BL/6 background  
 Smchd1 fl/fl Zp3-Cre mouse strain which is kept on a C57BL/6 background  
 Castaneus mouse strain  
 All samples used in this study were derived from embryos, ranging from E3.5 to E18.5. These embryos were derived from adult male mice (age 8 weeks to 1 year of age) mated with adult females (age 6 weeks to 1 year of age). Both male and female embryos were used in the experiments, with the exception of the mESC lines, where only male cell lines were used due to the issues with X chromosome karyotypic stability in female mESC.

## Wild animals

No wild animals were used in this study

## Field-collected samples

No field collected samples were used in this study

## Ethics oversight

All mice were bred and maintained with standard animal husbandry procedures. At WEHI protocols were approved by the WEHI Animal Ethics Committee under animal ethics numbers AEC 2018.004, 2020.050 and 2020.048.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

All genomics data can be found in the Gene Expression Omnibus, under accession number GSE183740. Please note we have not provided BED files or other graph files, as we did not create such files for our work, and instead viewed our data in Seqmonk, which does not require BED files to be created.

## Files in database submission

H3K27me3\_CUT&RUN\_wt\_mESC\_line\_1\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_wt\_mESC\_line\_1\_R2.fastq.gz  
 H3K27me3\_CUT&RUN\_wt\_mESC\_line\_2\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_wt\_mESC\_line\_2\_R2.fastq.gz  
 H3K27me3\_CUT&RUN\_wt\_mESC\_line\_3\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_wt\_mESC\_line\_3\_R2.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_1\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_1\_R2.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_2\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_2\_R2.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_3\_R1.fastq.gz  
 H3K27me3\_CUT&RUN\_mat\_del\_mESC\_line\_3\_R2.fastq.gz

4

H2AK119ub\_CUT&RUN\_wt\_mESC\_day\_3\_line\_2\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_wt\_mESC\_day\_3\_line\_2\_rep\_2\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_1\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_1\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_1\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_1\_rep\_2\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_2\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_2\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_2\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2\_line\_2\_rep\_2\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_1\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_1\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_2\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_2\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_2\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_2.5\_line\_2\_rep\_2\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_1\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_1\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_1\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_1\_rep\_2\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_2\_rep\_1\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_2\_rep\_1\_R2.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_2\_rep\_2\_R1.fastq.gz  
H2AK119ub\_CUT&RUN\_mat\_del\_mESC\_day\_3\_line\_2\_rep\_2\_R2.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_2\_line\_1\_R1.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_2\_line\_1\_R2.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_2.5\_line\_1\_R1.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_2.5\_line\_1\_R2.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_3\_line\_1\_R1.fastq.gz  
no\_Ab\_CUT&RUN\_wt\_mESC\_day\_3\_line\_1\_R2.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

## Methodology

Replicates

3 replicates (independent mESC lines derived from individual embryos) of each genotype for each experiment, using CUT&RUN.

Sequencing depth

H3K27me3 CUT&RUN wt mESC line 1: 16218934 total, 12024957 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC line 2: 21698426 total, 15262734 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC line 3: 25527511 total, 18550171 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC line 1: 6277530 total, 4378657 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC line 2: 24588376 total, 17554736 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC line 3: 14566187 total, 10155359 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC line 1: 17594984 total, 13147293 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC line 2: 23407036 total, 16555051 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC line 3: 16336891 total, 11899732 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN mat del mESC line 1: 6027488 total, 4311639 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN mat del mESC line 2: 24958476 total, 18333399 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN mat del mESC line 3: 19002652 total, 13455859 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2 line 1 rep 1: 13073675 total, 12693231 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2 line 1 rep 2: 15618264 total, 15141906 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2 line 2 rep 1: 11366752 total, 10972325 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2 line 2 rep 2: 13337453 total, 12921324 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2.5 line 1 rep 1: 31052192 total, 29928102 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2.5 line 1 rep 2: 22600915 total, 21714959 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2.5 line 2 rep 1: 11803870 total, 11446212 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 2.5 line 2 rep 2: 12972741 total, 12579666 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 3 line 1 rep 1: 7278652 total, 6916175 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 3 line 1 rep 2: 25637832 total, 24309792 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 3 line 2 rep 1: 6739445 total, 6484020 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN wt mESC day 3 line 2 rep 2: 6523374 total, 6256568 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2 line 1 rep 1: 12057675 total, 11658565 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2 line 1 rep 2: 10119963 total, 9804220 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2 line 2 rep 1: 6042603 total, 5846822 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2 line 2 rep 2: 6746518 total, 6509715 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2.5 line 1 rep 1: 16305698 total, 15708909 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2.5 line 2 rep 1: 15194173 total, 14724673 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 2.5 line 2 rep 2: 11527266 total, 11150324 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 3 line 1 rep 1: 6661162 total, 6397380 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 3 line 2 rep 1: 6811909 total, 6478125 unique, 75 bp paired-end reads  
H3K27me3 CUT&RUN mat del mESC day 3 line 2 rep 2: 7447449 total, 7158488 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC day 2 line 1 rep 1: 12583710 total, 12217524 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC day 2 line 1 rep 2: 12523478 total, 12141512 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC day 2 line 2 rep 1: 10960512 total, 10606487 unique, 75 bp paired-end reads  
H2AK119ub CUT&RUN wt mESC day 2.5 line 1 rep 1: 11855363 total, 11480734 unique, 75 bp paired-end reads

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>H2AK119ub CUT&amp;RUN wt mESC day 2.5 line 1 rep 2: 19775532 total, 18984511 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 2.5 line 2 rep 1: 10228412 total, 9905194 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 2.5 line 2 rep 2: 10951211 total, 10587631 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 3 line 1 rep 1: 9477957 total, 9154759 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 3 line 1 rep 2: 7389391 total, 7088643 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 3 line 2 rep 1: 7253488 total, 6993813 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN wt mESC day 3 line 2 rep 2: 6227374 total, 6023116 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2 line 1 rep 1: 10636827 total, 10318786 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2 line 1 rep 2: 8855290 total, 85639501 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2 line 2 rep 1: 6704012 total, 6464008 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2 line 2 rep 2: 4647888 total, 4478240 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2.5 line 1 rep 1: 15562743 total, 14835963 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2.5 line 2 rep 1: 11761070 total, 11160079 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 2.5 line 2 rep 2: 15878506 total, 15360867 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 3 line 1 rep 1: 5913060 total, 5712016 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 3 line 1 rep: 5466485 total, 5284451 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 3 line 2 rep 1: 5891187 total, 5679104 unique ,75 bp paired-end reads</p> <p>H2AK119ub CUT&amp;RUN mat del mESC day 3 line 2 rep 2: 3612792 total, 3485622 unique ,75 bp paired-end reads</p> <p>no Ab CUT&amp;RUN wt mESC day 2 line 1: 4425796 total, 4281515 unique ,75 bp paired-end reads</p> <p>no Ab CUT&amp;RUN wt mESC day 2.5 line 1: 12545546 total, 12130288 unique ,75 bp paired-end reads</p> <p>no Ab CUT&amp;RUN wt mESC day 3 line 1: 7134268 total, 6836056 unique ,75 bp paired-end reads</p> |
| Antibodies              | <p>anti-H3K27me3 Cell Signalling technologies, C36B11 cat#9733</p> <p>anti-H2AK119ub Cell Signalling Technologies, D27C40 cat# 8240</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Peak calling parameters | <p>H3K27me3 and H2AK119ub MACS peaks were called from publicly available ChIP-sequencing datasets (settings for 300 bp, <math>p &lt; 1 \times 10^{-5}</math>) (Liu et al., 2016 GEO accession number GSE73952, Fursova et al., 2021 GEO accession number GSE161996) between the histone mark ChIP and input libraries. The three biological replicates each for Smchd1wt and Smchd1matΔ were merged, and peaks were called against the MACS peaks from the publicly available data. using the feature probe generator function in SeqMonk (<math>\pm 2.5</math>kb). Probes were quantitated using the read based quantitation option, normalising to library size and log2 transforming the read count. For CUT&amp;RUN data at days 2, 2.5 and 3, MACS2 peaks were called between all samples and all inputs for each antibody, for browser track normalisation purposes. Differential peaks between samples using the csaw package v1.24.3 were called with default parameters.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data quality            | <p>Data quality was assessed using FastQC v0.11.8. In addition, we compared our data in mESC to previously published data in mESC found at GEO accession number GSE73952, 42 GEO accession number GSE161996, and found high correlation, shown in the figures. For quality control during differentiation of mESC we analysed whether the H3K27me3 or H2AK119ub enriched regions over the Hox genes altered over time, as expected. This quality control is shown in the figures.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                | <p>SeqMonk v1.47.1, v1.47.2 or v1.48.0 was used and the feature probe generator function in SeqMonk (<math>\pm 2.5</math>kb) was used to quantitate over probes (MACS peaks from public data), using the read based quantitation option, normalising to library size and log2 transforming the read count. Csaw v1.24.3 was used to call differential peaks between samples.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

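The data are RNA-seq of mouse embryonic stem cells with a wild-type (*Smchd1* wt, control) or a maternally deleted *Smchd1* allele (*Smchd1* matΔ, maternal null). They cover 6 mESC lines kept in 2i + LIF medium, 3 per genotype, and 45 libraries of a differentiation time course, 23 control and 22 maternal null, at days 0, 1, 2, 2.5, 3 and 4. Conditions and replicate numbers were taken from the sample labels, and 51 samples with 141 columns were used. Other experiments of the paper, including those on tailbuds, heterozygous cells, histone marks and DNA methylation, were not analysed here.

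The authors trimmed the reads with TrimGalore and Cutadapt, mapped them to GRCm38 with hisat2 and Samtools, and quantified them in SeqMonk. For all genes the authors deposited raw read counts, made by counting mapped reads on each of 35591 genes without normalization. For 39 *Hox* genes and 34 pluripotency and differentiation factors the authors deposited log2 RPKM values, made by SeqMonk's RNA-seq quantitation with a correction for total library size and transcript length. The uniquely mapped reads of each library were taken from Supplementary Data 3. Trimming, mapping and counting could not be repeated from these values. The GENCODE annotation of GRCm38 was used for exon lengths alone, and 99.9% of the counted genes had one.

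Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, edgeR's default expression filter, a quasi-likelihood test per comparison and Benjamini-Hochberg adjustment at 0.05. The alternatives were RLE scaling, DESeq2 1.42.0, edgeR's exact test, all genes with any count, genes with at least 10 counts in every library, 1 fit over all groups of the time course, libraries with at least 5000000 mapped reads, each replicate left out in turn, only the columns whose names pass the check below, and the replicate number as a block. The paper names edgeR inside SeqMonk and not which of its tests was used. The test was checked on simulated counts with the means and library sizes of each comparison, in which 200 genes were changed 4-fold. Each gene took the dispersion fitted for its expression level and not its own, so variation of single genes was left out. Smaller changes were not simulated. The name of each count column was checked against mapped reads and log2 RPKM values, and no column was given another name.

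Log2 RPKM values were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Differences are maternal null minus control. The mean over the 27 *Hox1–9* genes, over 19 pluripotency factors and over 14 differentiation factors was taken in each library, and groups of libraries were compared with exact two-sided permutation tests on the difference in means. On simulated values, 0.036 of the sets without a difference had a p-value of at most 0.05. The rise from day 2 to day 2.5 was taken per replicate number, and also per gene with the test named in the legend of Fig. 3d. That is Student's two-tailed test of equal variance over 27 genes. It was run with 4 control libraries at day 2.5, where the legend gives 3 replicates. The permutation test paired by gene used 100000 permutations. The 39 *Hox* genes of days 2, 2.5, 3 and 4 were tested with limma 3.58.1 and Benjamini-Hochberg adjustment within the day. The alternatives for these values were log2(RPKM + 1), log2(RPKM + 0.1), values of exactly 0 as missing, libraries with at least 5000000 mapped reads, each replicate left out in turn, genes with a mean above 0, the median over genes, line 1 of the labels only, the replicate number as a block, and the counts as their columns are named. Plots were drawn with matplotlib 3.10.9.

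Whole reads were recovered from the *Hox* values by searching, in each library, for the depth at which most values become whole reads. The procedure was changed in 2 steps after its output was seen. A first version took the lowest value of a library as that of 0 reads and left most libraries with values that were not whole, so the search was rewritten. The genes that have reads in the library used as reference were left out, 1 of them only after the rewritten search had been run, which left 37 genes. In this final form all 1160 values that could be judged became whole, a result that those changes helped to reach. Sequencing depth ranges from 2062369 to 174144277 mapped reads in the time course, and the lowest *Hox* log2 RPKM of a library lies between -9.21 and -1.10. Precision for single *Hox* genes at days 0 to 2 was limited by this depth.

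Genes were named by a rule set beforehand. It allows *Smchd1*, *Sox2*, *T*, the *Hox* genes and factors of Fig. 3 and Supplementary Fig. 2d, the 3 *Hox1–9* genes with the largest and the 3 with the smallest genotype difference at day 2.5 and in the rise, and, from the tests over all genes, up to 3 rising and 3 falling genes past the threshold whose groups do not overlap. Genes named only after their values were seen are marked so.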

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

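The test of the chromosomes in the first paragraph was chosen after the result was seen. In the maternal null libraries of day 1, replicate 4 stood apart from the other 3 in the mean of the pluripotency factors and in the mean of the differentiation factors. Its gap to the nearest library took up 0.897 of the group's range for the pluripotency factors and 0.860 for the differentiation factors, past the critical value for groups of 4. These 2 were the only such values among 28 groups of 4 that were looked at, and about 1 in 20 groups is past the critical value by chance. Of 5 comparisons of effects between groups, 0 stood out. Both come from the same library, which had a pluripotency mean of 0.49 and a differentiation mean of -4.48. A candidate explanation is that its log2 RPKM values hold reads of part of the chromosomes only. If so, factors on the later chromosomes would lie far below the other day 1 libraries and factors on the earlier ones would not. The median difference from the other day 1 libraries was -6.69 for the 17 factors on chromosomes 9 to X and 0.49 for the 17 on chromosomes 1 to 8. *Pou5f1* was at -4.63, while it lay between 7.63 and 9.35 in the other 6 libraries of the day. On the *Hox* genes, 0 of the 19 on chromosomes 11 and 15 had reads, against 13 of the 20 on chromosomes 2 and 6. In the other day 1 libraries these numbers ranged from 1 to 8 and from 2 to 13. The median difference of the *Hox* genes was -0.44 on both sets of chromosomes, a value set by genes without reads. That explanation remains, and what led to it in the making of the values was not tested. No biological explanation was tested. Of the results, the *Hox1–9* difference at day 1 uses this library, and was -0.22 with it and -0.23 without it.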

How the results depend on the processing

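The alternatives were set before the data were examined, except 3 chosen after seeing the data: edgeR on recovered *Hox* reads, leaving out the control day 2 replicate 4 library alone, and taking 3 control libraries at day 2.5. Differences are maternal null minus control in log2 RPKM unless said otherwise, and the cause of each change below was not tested unless a value is given for it.

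The *Hox1–9* difference kept its direction on log2 RPKM at day 2.5 in all 14 alternatives (0.17 to 0.81) and at day 4 in all 15 (-1.24 to -0.29), without a p-value under 0.05 in an exact test in either. At day 0 (0.09) it ranged from -0.39 to 0.65 with 1 replicate left out in turn, and was 2.52 with the counts as named. At day 1 (-0.22) it became 0.0470 on log2(RPKM + 1), 0.0857 on log2(RPKM + 0.1), 0.73 for genes with a mean above 0, 0.0323 with line 1 only and 0.12 with the counts as named, and ranged from -0.88 to 0.20 with 1 replicate left out. At day 2 (-1.03) it became 0.13 for libraries with at least 5000000 mapped reads, 0.47 with line 1 only, and ranged from -1.66 to 0.13 with 1 replicate left out. Each of these settings on log2 RPKM that turned day 2 positive leaves out control replicate 4, while the recovered reads below keep it. At day 3 (-0.25) it became 0.81 with the counts as named and ranged from -0.84 to 0.0631 with 1 replicate left out. No direction is drawn from values with the counts as named. On recovered *Hox* reads 17 of 23, 21 of 27, 1 of 27 and 1 of 27 *Hox1–9* genes were higher in maternal null cells at days 2, 2.5, 3 and 4.

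The rise from day 2 to day 2.5 across genes (1.63) changed to 0.37 on log2(RPKM + 1), 0.46 for libraries with at least 5000000 mapped reads, 1.20 for the 9 genes with a mean above 0 and 0.0374 with line 1 only, and no longer passed Student's test in any of these. On log2(RPKM + 0.1) it was 0.98 and still passed (p = 0.00799, n = 27 genes). It ranged from 0.37 to 2.23 with 1 replicate left out, and was 0.46 without the control day 2 replicate 4 library alone and 1.54 with 3 control libraries at day 2.5. The permutation test paired by gene gave p = 1e-05, the smallest it can give. Over replicates the difference in rise (1.29) became -0.28 for libraries with at least 5000000 mapped reads, ranged from 0.0374 to 1.90 with 1 replicate left out, and was 3.79 with the counts as named.

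The change of the control pluripotency factors (-3.94) was -3.89 for libraries with at least 5000000 mapped reads and ranged from -4.08 to -3.79 with 1 library left out, and that of the differentiation factors (3.82) was 3.64 and ranged from 3.64 to 4.13. Their exact p then was 0.0571, the smallest for 4 against 3, so the loss of significance follows from the number of libraries. In maternal null cells no alternative could reach 0.05.

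The count of genes past the threshold was 0 in each comparison over all genes (unadjusted 397 in 2i + LIF and 1579, 2092, 399, 737, 20 and 61 at days 0, 1, 2, 2.5, 3 and 4). The edgeR exact test gave 2 in 2i + LIF, and 9, 106, 24 and 6 at days 0, 1, 2.5 and 4. DESeq2 gave 160, 536, 33 and 9 at these days and 0 in 2i + LIF. With 1 replicate left out, the count went from 0 to 554 at day 1, from 0 to 178 at day 2.5 and from 0 to 1 at day 4, and genes with at least 10 counts in every library gave 1 at day 4. The gene of both day 4 settings was *Cubn*, named after its values were seen. At days 2 and 3 each of the 16 alternatives gave 0. The count of *Hox* genes was 0 (unadjusted 0, 2, 0 and 0 at days 2, 2.5, 3 and 4), stayed 0 in all alternatives of days 2, 2.5 and 3, and went from 0 to 1 at day 4 with 1 replicate left out.

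With the replicate block, in which same-numbered libraries are paired, the *Hox1–9* difference was 0.35, -0.88, -1.03, 0.51, -0.25 and -0.71 at days 0, 1, 2, 2.5, 3 and 4, against 0.09, -0.22, -1.03, 0.59, -0.25 and -0.71 without it, and the rise over replicates was 0.0374 against 1.29. It gave 0 genes, as without it, in 2i + LIF (unadjusted 730 against 397) and on each day (unadjusted 660, 573, 196, 286, 18 and 77), and 0 *Hox* genes (unadjusted 0, 2, 1 and 1). Residuals of same-numbered libraries correlated with a mean r of 0.29 in 2i + LIF, against -0.13 for other pairs, and with 0.00, 0.12, -0.11, 0.09, 0.12 and 0.23 over *Hox* genes at the days in order. Over all genes of the columns as named it was -0.33, -0.22, -0.39, -0.46, 0.10 and 0.19. Residuals around group means tie the r of other pairs to the opposite sign, so setting the 2 against each other adds no evidence. The correlations were not tested, and whether same-numbered 2i + LIF lines share variation stays open. In the time course the sign of the mean r differs between days.

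Some alternatives gave no value. No value was exactly 0, so treating 0 as missing changes nothing. All 2i + LIF lines and all day 0 libraries have at least 5000000 mapped reads. No day has 2 columns per genotype that pass the check of the column names. Few reads limit the *Hox* results of days 0 to 2, and the simulated recovery of 0.0% limits the count over all genes at day 4. The names of the columns limit the counts over all genes on each day.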

Differences from the paper's values

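The p-value of the difference in rise across the 27 *Hox1–9* genes had a minus log10 of 3.28 here (p = 5.29e-04, n = 27 genes), and the paper's is about 8.9 in Fig. 3d, read by eye. Of the alternatives set before the data were examined, none reached it. The highest was 5.03, without control replicate 1, and the permutation test paired by gene cannot go above 5. The mean rise across genes was 2.06 in control cells, against about 1.4 for the paper's in Fig. 3d, read by eye, a ratio just under the 1.5 that counts as a difference here. It was 1.45 without control replicate 1 and 1.62 without control replicate 2. In maternal null cells it was 3.69, against about 3.7 for the paper's in Fig. 3d, read by eye. The legend gives 3 replicates at day 2.5 for each genotype, and 4 control libraries were used here. With 3 control libraries at day 2.5, an alternative chosen after seeing the values, the control mean was 2.15.

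The paper reports no differentially expressed genes, and the test used here called 0 in each comparison. Settings that did call genes were edgeR's exact test in 2i + LIF mESCs (2 genes), DESeq2 (160, 536, 33 and 9 genes) and edgeR's exact test (9, 106, 24 and 6) at days 0, 1, 2.5 and 4, leaving out maternal null replicate 1 at day 1 (554), leaving out control replicate 1 at day 2.5 (178), and at day 4 leaving out maternal null replicate 1 (1) or keeping genes with at least 10 counts in every library (1). The counts of the days are of columns as named, and 4 of 45 such columns passed the check of their names. The 0 genes of each day therefore cannot tell whether the genotypes differ.

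The paper describes a slight decrease of *Hox* genes at day 2 in maternal null cells and adds that they were hardly above what RNA-seq can detect. The difference here was -1.03, and it stayed negative in 12 of 15 alternatives on log2 RPKM. It was 0.13 without control replicate 4, which is also the only day 2 library with under 5000000 mapped reads, and 0.47 with line 1 only. The paper describes larger changes from day 2 to day 2.5 in maternal null cells. The difference in rise here was 1.63 across genes and 1.29 over replicates. Over replicates with at least 5000000 mapped reads it was -0.28, the only alternative over replicates on log2 RPKM that reversed it. It was 0.0374 without control replicate 4, with line 1 only and with the replicate block, which all use the same replicates. The paper describes lower *Hox* expression at day 3. The difference was -0.25, and between 0.01 and 0.06 when control replicate 2, control replicate 3 or maternal null replicate 1 was left out. On recovered reads, chosen after seeing the data, 26 of 27 genes were lower at day 3. In Fig. 3c, read by eye, *Hoxb1* appears without colour in maternal null cells, and its rise here was 8.00.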

Other observations

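The tests of the columns' names, of the control day 2 replicate 4 library, of the rise without it, of the recovered reads at day 2 and of repeated reads were chosen after the results were seen, as were the limits that decide what each test of log2 RPKM values showed. The way of reading whole reads from the log2 RPKM values and the grouping of columns by the share of their top 100 genes were also chosen after seeing the data.

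At day 2 the *Hox1–9* means fell with depth. The r of log2 mapped reads and *Hox1–9* mean was -0.867 over the 8 libraries, as if values of undetected genes follow library depth. The difference went from -1.03 on log2 RPKM to -0.20 on log2(RPKM + 1), the scale that flattens low values. Relative to the pooled SD it was -0.58 on both, which decides nothing, since control replicate 4 makes up much of the difference and of the SD alike. Without the 2 libraries farthest from the median depth r was -0.80. The 8 *Hox* genes without a read in any day 2 library still differed by -1.97 between the genotypes, where the listed depths alone would give -1.23 and the depth implied for control replicate 4 gives -1.96, so much of it comes from that library. On recovered reads and the depth that the values imply, the median log2 fold change of the *Hox1–9* genes with reads was 0.79, with 17 of 23 genes higher in maternal null cells and 6 lower. Without control replicate 4 the difference was 0.13. The lower maternal null values at day 2 thus go with the values that genes without reads take at each depth, which does not settle their cause. They were not seen in most genes on reads, nor in the mean without control replicate 4. Of the larger rise in maternal null cells across genes, 63.4% came from the difference at day 2. This share restates that difference and does not show low maternal null values, since the maternal null libraries of day 2 lay between -5.38 and -3.62, control replicates 1 to 3 at -5.22, -4.36 and -3.94, and control replicate 4 at 0.15. Values written as exactly 0 for genes without reads are not the source, since 0 such values exist among the 1755.

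The control day 2 replicate 4 library has *Hox* values that stand above those of the other control libraries of that day. A candidate explanation is that its *Hox* column holds another, shallower library than its factor column. Listed mapped reads were 7.43 times those implied by the *Hox* column and 0.983 times those implied by the factor column, as the median of estimates from 9 libraries. In the other libraries the *Hox* ratio was between 0.932 and 1.32. The *Hox* reads of this library equalled, in all 39 genes, those of 1 count column, which is labelled control day 2.5 replicate 4 and holds 281284 counted reads. No library was given another name on this ground. Without control replicate 4 the difference in rise between replicates was 0.0374, while it was 1.29 with it, so the larger mean rise over replicates in maternal null cells rests on this replicate. The value of 0.0374 uses control day 2 replicate 3 and maternal null day 2.5 replicate 3, whose counts hold few of their mapped reads, as described below. If reads were removed there, the control rise could be too high and the maternal null rise too low, which was not tested.

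The column headings of the counts were checked for whether they name the libraries they hold, and 4 of 45 time course columns passed. All 6 columns of the 2i + LIF lines passed the check of reads that applies to them. By this check most of these headings do not name the libraries they hold. The recovered *Hox* reads equalled a column of another name only for 34 of 44 libraries. In the counts as named, the column of maternal null day 4 replicate 1 has 0 reads on *Smchd1* and the other columns have between 62 and 13209, and the values of the genotypes overlap on the scale of library size. No biological explanation was tested.

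The *Hox* values of maternal null replicate 3 at day 2.5 are the highest of that day. Its counts hold 0.200 of its mapped reads, as may happen when repeated reads are removed before counting. The columns named maternal null day 0 replicate 3, control day 2 replicate 3 and maternal null day 2.5 replicate 3 are alike in this. Their ratios lie between 0.180 and 0.214, their top 100 genes hold between 5.10% and 6.03% of the counts, against 15.0% to 29.0% elsewhere, and their most covered gene has between 1572 and 3071 reads per kb, against at least 15301 in the 37 other columns with as many counts. The whole reads behind the *Hox* values of maternal null day 2.5 replicate 3 equal the counts of that name, while the values are scaled by its full depth, with listed mapped reads 1.06 times those that the values imply. Reads removed from the counts but not from the depth lower a log2 RPKM, so removal of repeated reads could not have raised these *Hox* values. No biological explanation was tested.

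Other ways of parting the libraries were compared with the split by genotype, using those that part as many same-numbered pairs. In 2i + LIF, 4 of 4 such splits gave as many genes as the genotypes did, which is 0. At each of days 0, 1, 2, 2.5, 3 and 4, 8 of 8 gave as many genes over all genes, and at days 2, 2.5, 3 and 4, 8 of 8 gave as many *Hox* genes. With 4 or 8 such splits a share under 0.05 cannot arise, and a count of 0 is matched by any split, so these comparisons decide nothing. Splits with more genes than the genotypes occurred, 1 of 8 at day 0 (507 genes), 1 of 8 at day 2 (1898 genes) and 3 of 8 at day 2.5 (up to 191 genes). Splits that part fewer pairs gave up to 1308 genes at day 0, 295 at day 1, 188 at day 2.5 and 666 at day 3, and up to 6 *Hox* genes at day 3 and 24 at day 4.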
